# Molecular remodeling of the myocardium in mice with melanocortin-4 receptor deletion before cardiac function impairment

**DOI:** 10.1371/journal.pone.0340465

**Published:** 2026-01-30

**Authors:** Xiaomei Wang, Yuanmin Qi, Ziming Zhu, Caiqin Wang, Zhimin Zhang, Haocheng Jia, Linhui Xia, Kai Meng, Jinxiang Yuan

## Abstract

The melanocortin-4 receptor (MC4R) is highly expressed in the hypothalamus, and mutations in this gene are closely associated with the development of hereditary obesity and early-onset severe obesity in humans. *Mc4r* has been shown to be involved in the development of dilated cardiomyopathy. However, the current system for the early diagnosis and treatment of heart disease is not well established. In this study, we analyzed the effects of *Mc4r* knockout on cardiac function, cardiomyocyte morphology, fibrosis, and apoptosis in mice. Moreover, we explored the possible early molecular mechanisms by which *Mc4r* affects cardiac dysfunction via transcriptome sequencing of cardiac cells combined with bioinformatics analysis. Although the overall heart does not show organic changes, our study suggested that cardiomyocytes already show early abnormal changes at the molecular level. The sequencing results revealed that the genes that were differentially expressed between the two groups of mice were enriched mainly in the p53 signaling pathway and the hypoxia-inducible factor 1 (HIF-1) signaling pathway. We screened 10 key target genes via a protein–protein interaction (PPI) network and module analysis. Drugs targeting key genes were subsequently screened, and *angiotensinogen* (*Agt*) and *Kit* were identified as potential drug targets. We analyze relevant data through bioinformatics to screen for signaling pathways and key hub genes that are enriched in differentially expressed genes (DEGs), as well as molecules targeting the hub genes, in order to provide ideas for early prevention of heart disease caused by *Mc4r* gene defects or related obesity.

## 1. Introduction

Heart disease is one of the major causes of increased mortality worldwide [1]. In addition to traditional factors such as poor lifestyle habits, diabetes, and family genetics [2], obesity has become one of the major factors that results in heart disease [3,4]. Currently, common treatments for cardiac disease include cardiac angiography, cardiac catheterization, and surgical stents [5,6]. Although significant progress has been made in treatment, most patients are diagnosed with heart disease after the symptoms manifest. At this stage, the disease is usually irreversible, and treatment is urgently needed but also expensive [7]. Therefore, early preventive and therapeutic detection should be taken as early as possible. Early intervention not only reduces the incidence of heart disease and its tendency to progress to more severe levels but also reduces the suffering and financial burden on patients. Experimental research study is needed to further investigate the molecular mechanisms underlying the early stages of heart disease and provide theoretical guidance for early diagnosis and intervention of heart disease.

Melanocortin-4 receptor (MC4R) is a G protein-coupled transmembrane domain receptor that is highly expressed in the hypothalamus. This molecule plays an important role in the regulation of feeding and energy metabolism [8,9]. Yeo *et al.* [10]first reported an association between *Mc4r* abnormality and weight gain. *Mc4r* deficiency or mutation has emerged as one of the major causes of monogenic obesity in humans [11–13]. Additionally, *Mc4r* is closely associated with the occurrence and progression of multiple diseases, such as cancer, non-alcoholic fatty liver disease, and dilated cardiomyopathy [14–16]. For example, the obesity-related gene *Fto* can increase the risk of breast cancer in conjunction with *Mc4r* [17].

Moreover, increasing evidence suggests an association between *Mc4r* and the development of heart disease [18–20]. For instance, MC4R has been shown to independently regulate glucose homeostasis, and mutations in this gene may contribute to diabetes and cardiovascular disease (CVD) [21–24]. Previously, 30-week-old mice lacking the *Mc4r* gene were shown to produce increased levels of reactive oxygen species (ROS), which can have toxic effects on cardiomyocytes, resulting in reduced myocardial contractility and increased left ventricular diameter (LVIDd), leading to dilated cardiomyopathy and heart failure (HF) [18]. Puder *et al.* [25] reported that the *Mc4r* gene significantly reduced left ventricular mass (LV mass)/body surface area (BSA) and left ventricular end-diastolic volume/BSA, which in turn affected the normal function of the heart. In addition, the brain leptin‒MC4R pathway controls the involvement of perivascular sympathetic system in cardiovascular disease development [26,27]. Activation of the brain leptin-MC4R pathway has also been recently demonstrated to normalize and protect cardiac function after myocardial infarction and heart failure, suggesting that *Mc4r* may be a potential target for cardiac therapy [28]. Although most studies have confirmed the role of *Mc4r* in causing advanced heart disease, the mechanism of early intervention of this gene in heart disease is unclear and requires further elucidation.

This study aims to investigate the role of *Mc4r* in affecting myocardial remodeling and cardiac function in early heart disease. Utilizing the *Mc4r* knockout mice, we studied the effects of Mc*4r* deficiency on cardiac function and gene expression in 6–12 weeks old mice, and combined these data with bioinformatics analysis to screen for signaling pathways and key hub genes that are enriched mainly in differentially expressed genes (DEGs). Furthermore, we predicted the targets of the hub genes and the effective molecules targeting them. This study aims to elucidate the molecular alteration caused by *Mc4r* deficiency before the onset of heart disease symptoms, to provide theoretical guidance for subsequent prevention and early intervention, given that numerous disease mechanisms have already been studied.

## 2. Results

### 2.1. Effect of *Mc4r* knockout on cardiac function in mice

To analyze the effect of the *Mc4r* gene on early cardiac function in mice, we used echocardiographic assays to compare the cardiac function of the *Mc4r*^*-*^KO mice and the WT mice at 6 and 12 weeks (**Fig 1A and 1B)**. At 6 and 12 weeks, no significant differences in the LV mass, the LV shortening fraction (LVFS), the LV ejection fraction (LVEF), the LV end-systolic volume (LVESV) or the LV end-diastolic volume (LVEDV) were detected between the *Mc4r*^*-*^KO and WT mice. At 12 weeks, the body weight of the *Mc4r* KO mice was significantly greater than that of the control mice (**Fig 1B)**. These studies suggest that *Mc4r*^*-/-*^ does not affect the measured cardiac parameters early in cardiac development. However, the abnormal increase in body weight of 12-week-old *Mc4r*^*-/-*^ mice suggests that *Mc4r* deficiency has caused adverse effects on mouse hearts. The decrease in LV mass/BSA and left ventricular end-diastolic volume/BSA in 12-week-old mice is also in line with previous findings by Puder *et al* [25].

**Fig 1:**
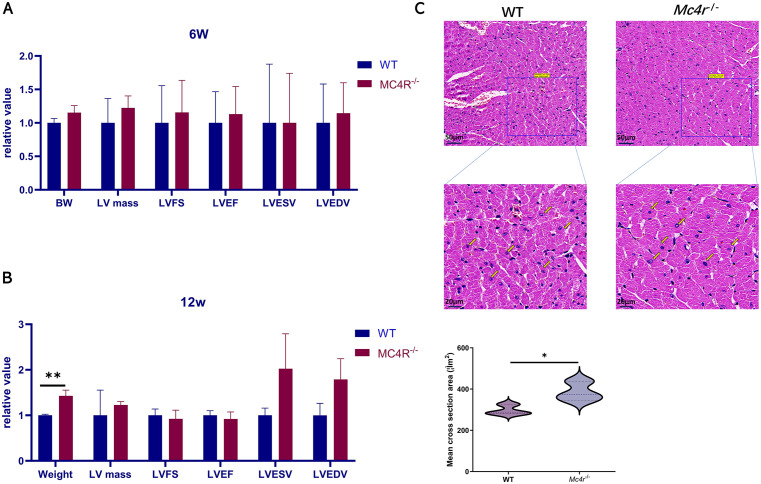
Analysis of cardiac function indicators and left ventricular myocardial tissue in Mc4r knockout mice and wild-type mice. **(A)** Comparison plots of body weight (BW) left ventricular mass (LV mass), LV fractional shortening (LVFS), LV ejection fraction (LVEF), LV end-systolic volume (LVESV) and LV end-diastolic volume (LVEDV) between *Mc4r* KO and WT mice at 6 weeks of age. **(B)** Comparison plots of body weight (BW) left ventricular mass (LV mass), LV fractional shortening (LVFS), LV ejection fraction (LVEF), LV end-systolic volume (LVESV) and LV end-diastolic volume (LVEDV) between Mc4r KO and WT mice at 12 weeks of age (multiple unpaired t-test, **p = 0.0043) **(C)** HE staining of left ventricular myocardial tissue in 12-week-old Mc4r KO mice and WT mice (×20, × 60) and comparison of average cross-sectional area of myocardial cells in Mc4r KO mice and WT mice. Yellow arrows refer to WT normal cardiomyocytes and Mc4r KO cardiomyocytes with increased cross-sectional area (unpaired t-test, *p = 0.045). WT (wild type), *p < 0.05, **p < 0.01.

### 2.2. Effects of *Mc4r* knockout on morphology, fibrosis and apoptosis in mice cardiomyocytes

To further confirm the effect of *Mc4r* deletion on mouse heart and explore its mechanism, we performed Hematoxylin-Eosin Staining (HE), Masson and terminal deoxynucleotidyl-transferase-mediated dUTP nick end-labeling (TUNEL) staining of the left ventricle in the hearts of the *Mc4r* KO mice and the WT mice at 12weeks. HE staining revealed that the mean cross-sectional area of cardiomyocytes was significantly greater in the *Mc4r*^*-*^KO mice than in the WT mice (**Fig 1C**). The cardiomyocytes were red in color under Masson staining, the cells were neatly arranged and clearly structured, and the collagen fibers were blue in color. Compared with those from the WT mice, cardiomyocytes from the *Mc4r*^*-*^KO mice did not show significant collagen fiber deposition (**S1A Fig**). TUNEL staining revealed no significant difference in the proportion of positive cells in the *Mc4r* KO mice compared with the WT mice (**S1B Fig**), indicating that *Mc4r* has no significant effect on apoptosis in early-stage mice. Combined with the abnormal weight gain of mice at 12 weeks of age without significant changes in cardiac function indexes, we speculate that *Mc4r* deficiency has some effects on mouse heart cells at this time, but it is still in a compensatory stage. The above results suggest that cardiac disease caused by *Mc4r* knockdown may lead to an increase in the cross-sectional area of cardiomyocytes in the early stage, but has little effect on the degree of fibrosis and apoptosis of cardiomyocytes.

### 2.3. Differentially expressed gene enrichment analysis

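RNA from the hearts of 3 WT mice and 3 Mc4r KO mice, all 12 weeks of age, was enriched for polyadenylated transcripts and sequenced in paired ends, with 1 library per mouse. The mice were male littermates on the C57B/6/N background. The paper names the tissue as left ventricle, while the sample labels name heart in one field and muscle in another. The authors filtered the reads, aligned them with HISAT2 and counted them on genes with featureCounts. They deposited FPKM, the fragments on a gene per kilobase of its length and scaled to the mapped fragments of the library. In each library the FPKM multiplied by the gene length was a whole multiple of 1 step for 100% of the values, so the number of reads on each gene was recovered from them. Between 14767929 and 16047003 reads were counted on genes in the WT libraries (median 14888500), and between 14691076 and 15649074 in the Mc4r KO libraries (median 15535174). S1 Table of the paper lists more reads, from 40485668 to 44877486 clean reads per library, where each end of a pair counts and reads outside genes are included; the values given here rest on the reads counted on genes. At this depth, 3 reads on a gene of 1 kb corresponded to an FPKM between 0.176 and 0.213. Mitochondrial transcripts took between 47.1% and 59.3% of the summed FPKM in the WT libraries and between 43.0% and 46.6% in the Mc4r KO libraries.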

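The FPKM already carried a scaling between libraries, since the median-of-ratios factor computed from them was 1 in each library. Differences between the groups were tested with limma on log2(FPKM + 0.1), with a mean-variance trend, over the 18035 genes with a mean FPKM of at least 0.1. A fold change on this scale understates the FPKM ratio of weakly expressed genes. In a very short gene, though, 0.1 FPKM is less than 1 read, so a few reads against none can still give a large fold change. The p-values are two-sided and carry the Benjamini-Hochberg adjustment over all genes tested. A gene was called differentially expressed at an adjusted p under 0.05 and an absolute log2 fold change above 0.75, the thresholds of the paper's methods, which do not give the base of the logarithm. An exact permutation test of 3 mice against 3 cannot give a p below 0.1. The paper's text does not name the genome build or say whether the counting used the strand of the reads. Of the gene identifiers in the deposited table, 99.9% are in the GENCODE M21 annotation of GRCm38, and gene positions are given as that table lists them. Without strand information, reads of a gene that overlaps another on the opposite strand are shared or lost, and the overlap is given for such genes.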

In order to further study the mechanism of *Mc4r* in the early stage of heart disease, lock the signaling pathways and find the targets for subsequent treatment, we first performed enrichment analysis of differentially expressed genes. Through RNA sequencing analysis, we screened 381 differentially expressed genes. 

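Mc4r (ENSMUSG00000047259), on chromosome 18 of GRCm38 from 66857715 to 66860472, had 2 reads in WT replicate 3 and 0 reads in the other 5 libraries. These numbers are below the floor of 3 reads, so the genotype of the libraries could not be checked from this gene. The paper tested the groups with DESeq2, which was not run here, and limma voom on the recovered reads called 317 genes. Limma on log2(FPKM + 0.1) called 83 genes differentially expressed, out of 105 with an adjusted p under 0.05 and 3761 with an unadjusted p under 0.05. The number was lowest with the GC percentage of the clean reads as a covariate, with 1 gene called and 2042 genes at an unadjusted p under 0.05. It also rested on WT replicate 3. Without that library 726 genes were called, and without any one of the other 5 between 7 and 14.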

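Among the genes called by limma, 57 were higher and 26 lower in the Mc4r KO mice, so 68.7% were higher. This share depended on the scaling. With the FPKM divided by their sum outside the mitochondrial chromosome, which moved the median log2 fold change of all genes by -0.18, 16 genes were higher and 25 lower, or 39.0% higher. The 5 largest rises and the 5 largest falls among the calls without overlap between the groups came mostly from few reads, since 8 of these 10 genes had fewer than 10 reads per library on average. Mir143, a microRNA gene on chromosome 18 from 61649196 to 61649258, had 0 reads in each WT library and 2, 4 and 4 reads in the Mc4r KO libraries. Mir7027, Gm25632 and Mir490 likewise had 0 reads in each WT library and between 1 and 4 in the Mc4r KO libraries; the whole sequence of Gm25632 also occurs in other genes. Gm23468, Mir151, Mir7061 and Mir103-2 had between 1 and 4 reads in the WT libraries and 0 in each Mc4r KO library. No fold is given for these genes, and with limma voom on the recovered reads all of them but Gm23468 lost their calls (adjusted p from 0.065 to 0.212). The mitochondrial transfer RNA gene mt-Tg, at 9391 to 9458 of the mitochondrial chromosome, had 38, 248 and 84 reads in the WT libraries and 0, 1 and 0 in the Mc4r KO libraries. It was at least 43.1-fold lower in the Mc4r KO mice (adjusted p = 0.0349, limma), and its call was lost under 8 of 21 alternatives. WT replicate 2, with 248 reads, contributed most to the WT mean, so the bound would be lower without that library. Lcn2 (chromosome 2, 32384633 to 32388252) had an FPKM of 4.53 ± 1.58 (SD, n = 3) in the Mc4r KO mice and 0.612 ± 0.371 (SD, n = 3) in the WT mice. Its log2 fold change was 2.78 (standard error 0.43, adjusted p = 0.0495, limma), and the call was lost under 14 of 21 alternatives.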

Compared with those in the WT mice, there were 207 significantly upregulated DEGs and 174 significantly down-regulated DEGs in the *Mc4r*^*-*^KO mice. These DEGs could be involved in subsequent functional enrichment analysis, protein-protein interaction (PPI) network construction, and subsequent screening of early diagnostic markers. In Fig 2A **and** 2B, we used a volcano map and a heatmap to show the expression levels of DEGs between the two groups. **Fig 2C** and **2D** show the results of GO: Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses. 

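Fig 2B names 60 genes in its heatmap, 33 in the block higher in the Mc4r KO mice and 27 in the block lower. With limma, each of the 33 had a positive log2 fold change and each of the 27 a negative one. In 51 of the 60 genes the WT and Mc4r KO libraries did not overlap, where chance gives 10%. Adjusted over all genes tested, 18 were called, 11 of them higher and 7 lower in the Mc4r KO mice. Adjusted over the list alone, 57 were called. The study chose these genes on the same libraries, so neither this count nor the one without overlap is independent evidence. Wdfy1, chosen after its values were seen, lies on chromosome 1 from 79702262 to 79776143, and 1.94% of its exonic sequence overlaps a gene on the opposite strand. Its FPKM was 4.34 ± 0.128 (SD, n = 3) in the Mc4r KO mice and 1.09 ± 0.0887 (SD, n = 3) in the WT mice, and the difference was far larger than the spread within either group. The log2 fold change was 1.90 (standard error 0.12, adjusted p = 0.00228, limma). Its call was lost only with the GC percentage of the clean reads as a covariate (adjusted p = 0.0736, limma). Over the 21 alternatives the adjusted p ranged from 0.000262 to 0.0736. Whether a sequence or copy-number variant apart from Mc4r differs between the groups at this gene was not tested and remains open.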

We selected the top five terms in the GO enrichment analysis, of which the biological processes (BP) that were significantly enriched were the apoptotic process, response to bacterium, regulation of heart rate, response to hypoxia and osteoblast differentiation; the significantly enriched cellular component (CC) terms were the plasma membrane, cytoplasm, membrane, extracellular region, and extracellular space; and the significantly enriched molecular function (MF) terms were protein binding, metal ion binding, protein kinase binding, identical protein binding and actin binding. DEGs were significantly enriched in five KEGG pathways: transcriptional misregulation in cancer, the p53 signaling pathway, the HIF-1 signaling pathway, cortisol synthesis and secretion and cytokine‒cytokine receptor interaction.This result reveals the main function of the selected DEGs, and provides a basis for further research on the mechanism construction of *Mc4r* in early heart disease and the development of drug targets.

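The enrichment itself was not recomputed, because the pathway membership lists are not used here. Fig 2D names 31 genes in the 5 pathways, and 19 of them were higher and 12 lower in the Mc4r KO mice. The WT and Mc4r KO libraries did not overlap in 28 of the 31, and the chance share is 10%. Limma called 5 of them after adjustment over all genes, with adjusted p between 0.0283 and 0.175 over the 31. Adjusted over the list alone, 30 were called. The genes were chosen on these libraries, so neither this count nor the one without overlap is independent evidence. With limma voom on the recovered reads 22 were called, and over protein-coding genes alone 17. Without WT replicate 3, 21 were called, and without any one of the other libraries 0 or 1. By pathway, 3 of 10 genes of transcriptional misregulation in cancer, 2 of 6 of the p53 signaling pathway, 1 of 7 of the HIF-1 signaling pathway, 1 of 5 of cortisol synthesis and secretion and 1 of 10 of cytokine-cytokine receptor interaction were called, some of them in more than one pathway.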

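Among the called genes, Tnfrsf12a (ENSMUSG00000023905; chromosome 17, 23675445 to 23677468) had an FPKM of 28.9 ± 10.1 (SD, n = 3) in the Mc4r KO mice and 6.83 ± 0.473 (SD, n = 3) in the WT mice, a log2 fold change of 2.01 (standard error 0.22, adjusted p = 0.0283, limma). Mlf1 (ENSMUSG00000048416; chromosome 3, 67374097 to 67400003) was lower in the Mc4r KO mice, at 38.3 ± 2.53 against 74.4 ± 9.50 (SD, n = 3 each). Its log2 fold change was -0.95 (standard error 0.11, adjusted p = 0.033, limma). Kcnk3 (ENSMUSG00000049265; chromosome 5, 30588170 to 30625271) was at 95.3 ± 6.72 in the Mc4r KO mice and 54.3 ± 7.29 in the WT mice (SD, n = 3 each), a log2 fold change of 0.82 (standard error 0.12, adjusted p = 0.0442, limma). An exon of an opposite-strand gene covers 5.76% of its exonic sequence. Gadd45b (ENSMUSG00000015312; chromosome 10, 80930073 to 80932204) was at 5.98 ± 0.618 in the Mc4r KO mice and 3.22 ± 0.324 in the WT mice (SD, n = 3 each). Its log2 fold change was 0.87 (standard error 0.12, adjusted p = 0.043, limma). Each of these genes had no overlap between the groups (exact permutation p = 0.1, the smallest that 3 against 3 allow). The calls of Tnfrsf12a, Mlf1, Kcnk3 and Gadd45b were lost under 8, 9, 13 and 13 of 21 alternatives, among them at least 4 of the 6 fits that each left out 1 library.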

**Fig 2:**
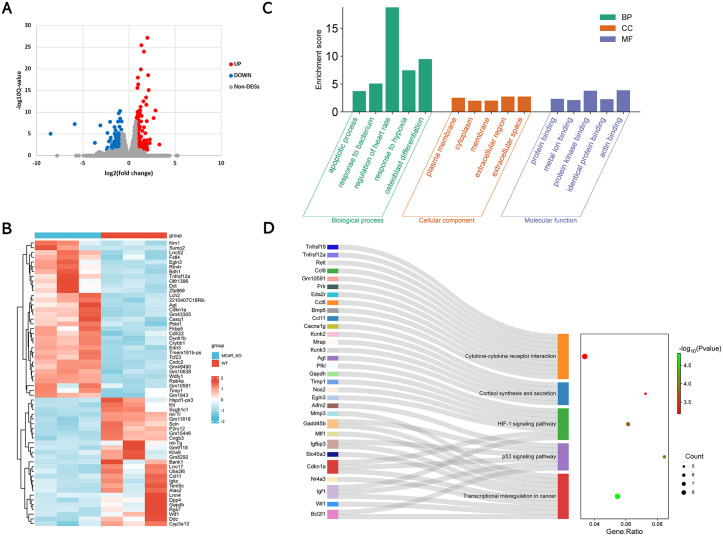
Differential gene expression and enrichment analysis in Mc4r KO mouse and WT mouse cardiomyocytes. **(A)** Volcano plot displaying differential gene expression, where red represents up-regulated genes and blue represents down-regulated genes; **(B)** heatmap displaying DEGs (|fold change (FC)| > 1.5, Q < 0.05); **(C)** GO enrichment analysis of DEGs, the top five GO term (biological process, cellular component, molecular function) branches with significant enrichment were presented; **(D)** KEGG enrichment analysis of DEGs. Significant enrichment was found in five signaling pathways, and P values have been shown in the Fig. KEGG: Kyoto Encyclopedia of Genes and Genomes; GO: Gene Ontology; DEGs: differentially expressed genes.

### 2.4. Screening and analysis of hub genes

We constructed a PPI network for the DEGs via the STRING website. The generated network includes 342 nodes and 409 edges (**S2 Fig**). To filter the core cluster, we imported the generated PPI network into Cytoscape software and used the MCODE plug-in for cluster analysis. 

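Expression values are given for 10 genes of this network, Gapdh, Igf1, Timp1, Mmp3, Mki67, Agt, Lox, Eln, Kit and Cdkn1a. In the Mc4r KO mice 6 of them were higher and 4 (Gapdh, Igf1, Mki67 and Kit) lower. The WT and Mc4r KO libraries overlapped only in Timp1; a gene of 3 against 3 libraries has no overlap by chance in 10% of cases. Limma called 1 of the 10, Cdkn1a, after adjustment over all genes. Adjusted over the list alone all 10 were called, although the list was chosen on these libraries, so that neither this count nor the lack of overlap is independent evidence. With limma voom 8 were called, over protein-coding genes alone 6, without WT replicate 3 there were 7, and without any one of the other libraries 0. Kit, on chromosome 5 from 75574916 to 75656722, had an FPKM of 0.364 ± 0.116 in the Mc4r KO mice and 1.51 ± 0.511 in the WT mice (SD, n = 3 each), a log2 fold change of -1.77 (standard error 0.32, adjusted p = 0.0635, limma). Agt, on chromosome 8 from 124556534 to 124569706, was at 3.27 ± 1.26 against 1.04 ± 0.285 (SD, n = 3 each), a log2 fold change of 1.53 (standard error 0.29, adjusted p = 0.0663, limma). Lox and Eln were also higher in the Mc4r KO mice, with log2 fold changes of 0.89 (adjusted p = 0.0688, limma) and 1.39 (adjusted p = 0.0966, limma). The adjusted p was 0.0744 for Igf1 (log2 fold change -0.86), 0.0919 for Gapdh (-3.10), 0.135 for Timp1 (1.68), 0.156 for Mki67 (-0.91) and 0.159 for Mmp3 (0.96) from limma. Leaving out WT replicate 3 turned Gapdh, Timp1, Agt, Lox, Eln and Kit into calls, with adjusted p between 0.0136 and 0.0318 from limma.

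**Figure D1:**
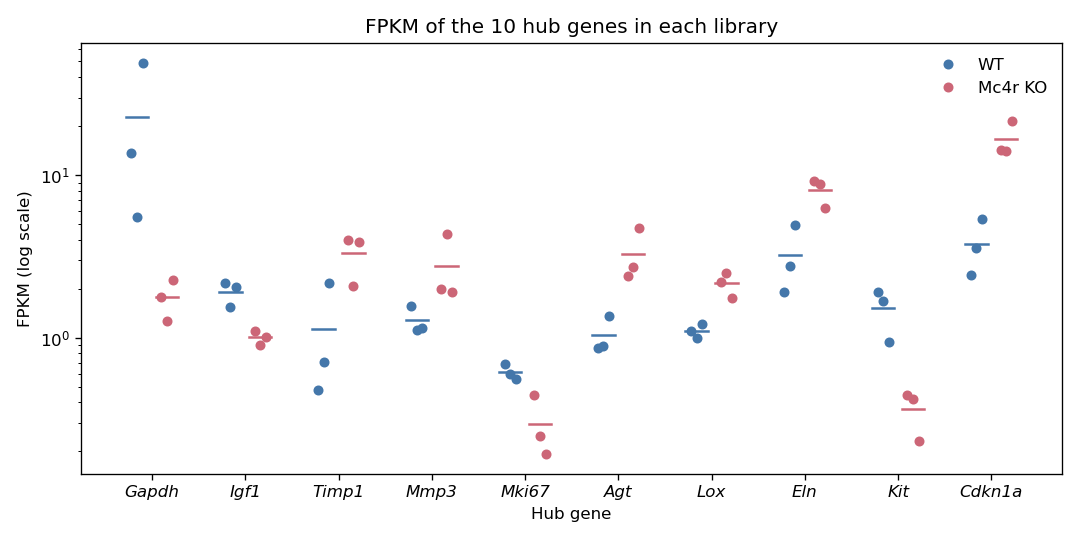
FPKM of the 10 genes in each of the 3 WT and 3 Mc4r KO libraries, on a log axis. Points are libraries and horizontal lines are group means. Timp1 is the one gene whose groups overlap, and the WT libraries of Gapdh spread from 5.49 to 49.2.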

With the CytoHubba plug-in, we selected 10 hub genes according to their score values from high to low*: glyceraldehyde‐3‐phosphate dehydrogenase (Gapdh), insulin-like growth factor 1 (Igf1), tissue inhibitor matrix metalloproteinase 1 (Timp1), matrixmetalloproteinase 3 (Mmp3), Mki67, angiotensinogen (Agt), lysyl oxidase (Lox), elastin (Eln), KIT Proto-Oncogene (Kit), and cyclin-dependent kinase-inhibitor 1 (Cdkn1a)* (**Fig 3A)**. Using the GeneMANIA online website tool, we identified complex interactions between 10 hub genes and 20 other genes, such as *nidogen-2 (Nid2), dehydrodolichyl diphosphate synthase (Dhdds), and IGF-binding protein 6 (Igfbp6),* including physical interactions, predicted interactions, coexpression, colocalization, and genetic interactions (**Fig 3B)**. In addition, we performed KEGG enrichment analysis on the 10 hub genes. The pathways and gene enrichment of the significantly enriched genes are shown in **Fig 3C**. Transcription factors and miRNAs are the main “switches” in the cellular regulatory network, and hub genes are often the intersection of regulatory effects.We predicted and visualized the interactions of the TF genes and miRNAs with the 10 hub genes (**Fig 3D and 3E)**. The results shed light on the hierarchical control logic in the regulatory network, which helps us to identify the key targets and reveal the regulatory mechanism of these hub genes in heart disease, especially in the early stage of heart disease.

**Fig 3:**
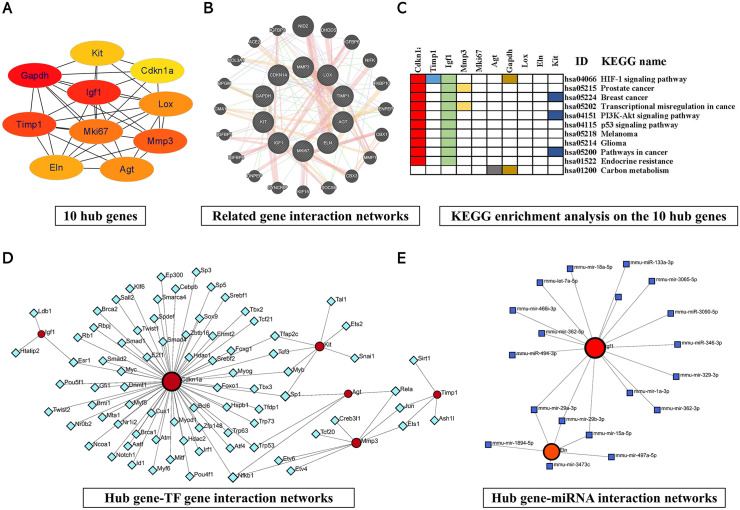
Protein‒protein interaction network of differentially expressed genes and modular analysis. **(A)** Hub gene regulatory network of the top 10 genes. (Only the selected key genes were retained) **(B)** MMP3, LOX, TIMP1, AGT, ELN, MK167, IGF1, KIT, GAPDH, and CDKN1A and their related gene interaction networks. Different colored lines represent different sources of evidence. **(C)** Signaling pathway enrichment of the top 10 hub genes. The presence of a color block indicates that the gene corresponding to the column of the color block is enriched in the signal pathway corresponding to the row. **(D)** Interaction analysis of hub genes and TF-genes. Red indicates Hub genes; Other colors indicate TF-genes. **(E)** Interaction analysis of 10 hub genes and miRNAs. Red indicates Hub genes; Other colors indicate miRNAs.

### 2.5. Hub gene expression verification and consistency analysis

We selected 13 genes for RT‒qPCR validation and conducted a consistency analysis of the quantitative validation results through scatter trend plots. The results revealed that the expression trends of the quantitative genes were highly consistent with the RNA-seq results **(Fig 4**). This also further validates the reliability of our sequencing results.

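S3 Table gives the RT-qPCR fold change of 13 genes, measured in 3 repeats against the WT mice. These fold changes are the paper's, and they were set on the log2 scale against the limma log2 fold changes from the deposited FPKM. Across the 13 genes, which are not independent replicates, Spearman's rho was 0.819 (permutation p = 0.00095, adjusted over the 2 correlations p = 0.0019) and Pearson's r was 0.707 (permutation p = 0.00591, adjusted p = 0.00591), both two-sided with 100000 resamples. Without Aifm2 and Cdkn1a, the 2 genes farthest from the median of the RT-qPCR axis, r was 0.724. Leaving out Gapdh gave a rho of 0.874 and an r of 0.851. With the GC percentage of the clean reads as a covariate, rho was 0.808 and r was 0.496 (permutation p = 0.0774). From the correlation of the RT-qPCR with the sequencing, the paper concludes that its sequencing results are reliable.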

**Fig 4:**
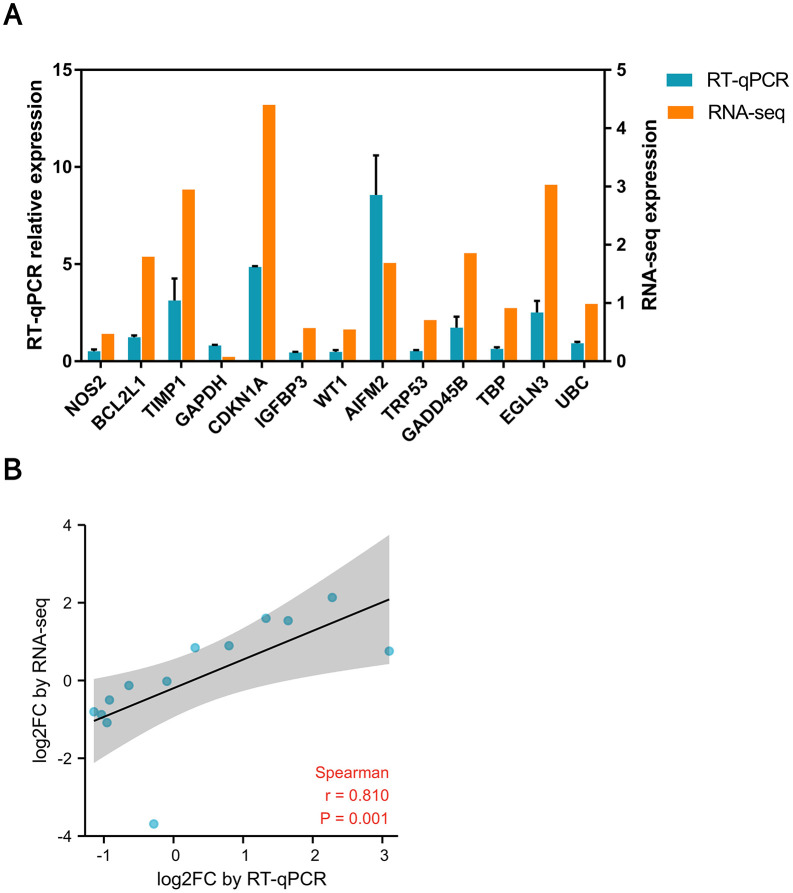
Quantitative validation of hub gene expression and scatter plot analysis. **(A)** Quantitative validation results of the hub genes. Gene expression levels were normalized to the control group. RT-qPCR values were calculated using the 2^(-ΔΔCt) method. RNA-seq values are presented as TPM fold change. **(B)** The consistency analysis of the scatter plot between the quantitative results and sequencing results showed that r > 0.8 indicated that the quantitative results were consistent with the RNA-seq results.

### 2.6. Interaction between the hub genes and drugs

We obtained multiple drug‒gene interaction pairs via DGIDB analysis and screened the potential drug targets of each hub gene. The results revealed that eight hub genes, *Cdkn1a, Eln, Igf1, Agt, Gapdh, Kit, Mki67*, and *Mmp3*, potentially interact with drugs **(Fig 5A**). Afterward, we obtained four drugs based on screening criteria with interaction scores>1.5 approved by regulatory authorities: quinapril, benazepril, avapritinib and ripretinib **(Fig 5B**).

**Fig 5:**
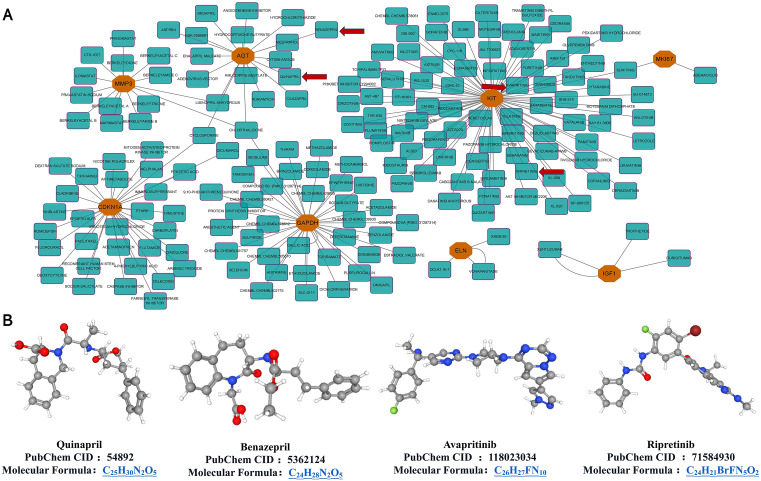
Hub gene interactions with drugs. **(A)** Prediction results of potential small-molecule drugs on the basis of 10 hub genes. Orange hexagons represent Hub genes, blue boxes represent drugs, and red arrows refer to drugs with an interaction score > 1.5 and regulatory approval. **(B)** Three-dimensional structures of the four potential small-molecule drugs screened out.

Two drugs target two molecules, Agt and Kit. Afterward, we explored the possible therapeutic mechanisms of these drugs through molecular docking simulations. We identified the 3D structures of the hub genes Agt and Kit and docked them with compounds to evaluate their binding affinity as potential therapeutic targets. The structure and binding energy between proteins and molecules are shown in **Fig 6**. It is generally believed that when the Vina score is < −7.0 kcal/mol, the binding activity between the two is strong. Among them, the binding energy of avapritinib is relatively high.

**Fig 6:**
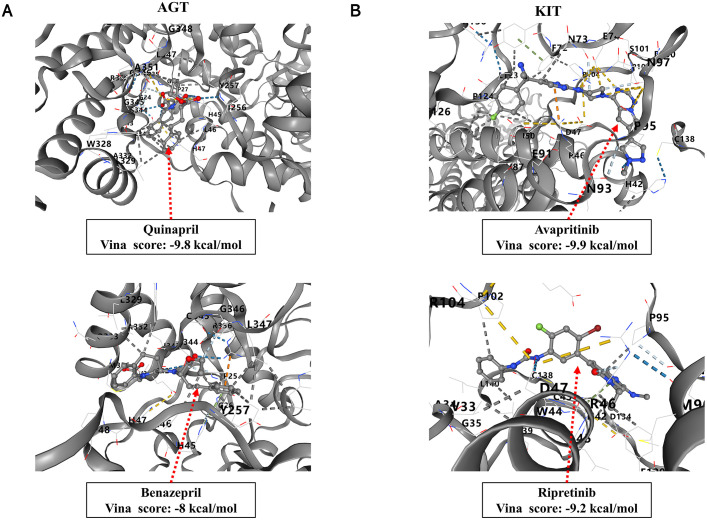
The results of molecular docking. **(A)** Docking of the 3D structure of AGT with two compounds to evaluate its binding affinity as a potential therapeutic target. **(B)** Docking of the 3D structure of KIT with two compounds to evaluate its binding affinity as a potential therapeutic target.

## 3. Methods

### 3.1. Mouse handling

*Mc4r* KO mice were purchased from Beijing Weitongda Biotechnology Co., Ltd. All the mouse lines were maintained on a C57B/6/N background and reproduced via the het-het mating strategy to generate homozygous knockout (*Mc4r*^*−/−*^) and wild-type (WT) littermate controls. The number of animals in each group is 3. When conducting RNA analysis, the age of the mice was 12 weeks. Under specific pathogen-free (SPF) conditions, the mice were subjected to a 12-hour light/dark cycle and housed at 25 °C. During this time, the mice had free access to water and standard chow. Mice of the indicated ages were subjected to echocardiography. For all necropsy studies, the mice were deeply anesthetized with 5 mg/kg tribromoethanol and then sacrificed by decapitation, followed by immediate collection of heart tissue. The resulting samples were collected in precooled phosphate-buffered saline to wash away residual blood. All the tissue samples were stored in liquid nitrogen for immediate freezing and then transferred to a −80 °C refrigerator for long-term storage until further analysis.

### 3.2. Echocardiography

Echocardiography was performed via the VEVOÒ 2100 digital ultrasound system (Visual Sonics; Toronto, Ontario). Studies were performed using an MS400 18–38 MHz transducer. Mice were anesthetized with 1.5% isoflurane and maintained on a heated platform in the supine position with continuous oxygen supply. Two-dimensional (2D) and M-mode images were acquired from the parasternal long-axis view. LV parameters, including LV mass, LVFS, LVEF, LVESV, and LVEDV, were measured using the built-in software VisualSonics Software v2.2. The measurements were made in a blinded manner via the LV trace function.

### 3.3. RNA isolation and cDNA preparation

RNA was isolated via the TransZol Up Kit (TransGenBiotech) according to the manufacturer’s instructions. After the samples were centrifuged, the uppermost mixture containing RNA was removed, isopropanol was added at a ratio of 1:1, the mixture was mixed well, and the mixture was centrifuged again after standing at room temperature for 10 minutes. Then, 75% ethanol was added for centrifugation, and the mixture was washed twice. After brief drying, 20 μL of RNase-free water was added to resuspend the RNA pellet, and the Optical Density (OD) value was assessed to determine the RNA concentration. The RNA was used as a template for reverse transcription and cDNA synthesis via TransScript IV One-Step gDNA Removal and cDNA Synthesis SuperMix (TransGen Biotech). Finally, the cDNA obtained via reverse transcription was stored at −20 °C for future use.

### 3.4. RT‒qPCR

Each component (premixed, upstream and downstream primers, template, Rox and sterile water) was added to the reaction mixture in a certain proportion on ice. Specific primers and TB Green™ Premix Ex Taq™ II (TaKaRa) were used for RT‒PCR. The PCR protocol was as follows: 40 cycles with 95 °C for 30 s in a PCR instrument; 95 °C, 5 s; 57 °C, 30 s; and 72 °C, 30 s per cycle. The dissolution curve was run at 60 °C, and the temperature was increased by 0.5 °C every 5 s until the cycle stopped at 90 °C. UBC and TBP were used as internal controls. The primers used are shown in Table 1.

**Table 1:** Sequences for gene primers.

Gene Symbol	RT Forward Primer(5’-3’)	RT Reverse Primer(5’-3’)	Accession Number	Product Length (bp)
NOS2	GTTCTCAGCCCAACAATACAAGA	GTGGACGGGTCGATGTCAC	NM_010927.4	127
BCL2L1	GACAAGGAGATGCAGGTATTGG	TCCCGTAGAGATCCACAAAAGT	NM_001289716.2	124
TIMP1	GCAACTCGGACCTGGTCATAA	CGGCCCGTGATGAGAAACT	NM_001044384.1	226
GAPDH	TTGTCTCCTGCGACTTCAACA	ACCAGGAAATGAGCTTGACAAAG	NM_001289726.2	99
CDKN1A	CCTGGTGATGTCCGACCTG	CCATGAGCGCATCGCAATC	NM_007669.5	103
IGFBP3	CCAGGAAACATCAGTGAGTCC	GGATGGAACTTGGAATCGGTCA	NM_008343.2	101
WT1	CAAGGACTGCGAGAGAAGGTTT	TGGTGTGGGTCTTCAGATGGT	NM_144783.2	137
AIFM2	CTGCCTACCGCAGTGCATT	ACGCCATCATTTCTGCCCA	NM_178058.4	265
TRP53	CTCTCCCCCGCAAAAGAAAAA	CGGAACATCTCGAAGCGTTTA	NM_011640.3	84
GADD45B	GAGGCGGCCAAACTGATGAAT	CGCAGCAGAACGACTGGAT	NM_008655.1	127
TBP	CCTTGTACCCTTCACCAATGAC	ACAGCCAAGATTCACGGTAGA	NM_013684.3	119
EGLN3	AGGCAATGGTGGCTTGCTATC	GCGTCCCAATTCTTATTCAGGT	NM_028133.2	118
UBC	CCAGTGTTACCACCAAGAAG	ACCCAAGAACAAGCACAAGG	NM_019639.4	94

### 3.5. Hematoxylin‒eosin staining

Heart tissues were fixed in 4% paraformaldehyde for 24 hours, dehydrated through a graded ethanol series, embedded in paraffin, and sectioned at 5 μm thickness. The slices were soaked twice with xylene or absolute ethanol and then rinsed with tap water after immersion in 75% alcohol for 5 minutes. Then, the sections were stained with hematoxylin staining solution, differentiated with differentiation solution, and returned to blue with blue returning solution. After the above three steps, all the samples were rinsed with running water. Slices were dehydrated with 85% and 95% alcohol, stained with eosin, soaked in absolute ethanol and xylene several times, and sealed with transparent neutral gum. Finally, the images were collected and analyzed via microscopy.

### 3.6. Masson’s trichrome staining

The tissue sample sections were placed in xylene and soaked twice for dewaxing, each time for 20 min. The tissue samples were subsequently soaked in absolute ethanol two times for 5 min each and then soaked in 75% ethanol for 5 min for hydration. The tissue samples were chromized with potassium dichromate overnight, and then, the sections were washed with tap water. The mixture was incubated with the prepared hematoxylin for 1 min, and the excess dye was removed with tap water after dyeing. Then, 1% hydrochloric acid ethanol was used for differentiation for 30 s, and the tissue sample was rinsed with tap water. Then, the tissue samples were fully stained with Ponceau acid fuchsin solution for 6 min, and the floating color was removed by washing with water. The samples were treated with a phosphomolybdic acid aqueous solution for 1 min. Without washing with water, the cells were counterstained with aniline blue solution for 2–30 s and differentiated with 1% glacial acetic acid for 1 min. After staining, the tissue sections were eluted with alcohol twice with an absolute ethanol gradient. After dehydration, the samples were soaked in anhydrous ethanol and xylene for 5 minutes each for transparency. After the samples were sealed with neutral gum, the film was examined under a microscope.

### 3.7. TUNEL assay

The tissue samples were dewaxed by soaking in xylene 3 times for 10 minutes each, hydrated by soaking in absolute ethanol 3 times, and washed with distilled water. In the room temperature environment, circles were drawn around the tissue with a histochemical pen, proteinase K and Phosphate Buffered Saline (PBS) were added to proteinase K working solution at a ratio of 1:9, the mixture was added to the circle, the tissue samples were treated for 22 minutes, the tissue samples were soaked in PBS, decolorized, and washed three times on a shaking table for 5 minutes each. The sample sections were gently dried, 0.1% Triton was added to each well, the samples were incubated at room temperature for 20 minutes, and the samples were washed three times with PBS on a shaker. The sections were gently dried and incubated with buffer at room temperature for 10 min. The TDT enzyme, dUTP and buffer were mixed at a ratio of 1:5:50 to prepare the TUNEL detection solution, which was dropped into the circle and incubated in a 37 °C incubator with a wet box in the dark for 2 hours. Then, the nuclei were counterstained with DAPI staining solution, incubated in the dark for 10 min at room temperature, fully decolorized, washed three times with PBS, and then sealed with an antifluorescence quenching sealing agent. After the samples were sealed, they were observed and photographed under a microscope.

### 3.8. RNA sequencing

Total RNA was extracted from tissues or cells using standard extraction methods, followed by strict quality assessment of RNA samples primarily, through precise detection of RNA integrity using the Agilent 2100 Bioanalyzer. PolyA-tailed mRNA was enriched using Oligo(dT) magnetic beads, and the isolated mRNA was randomly fragmented in NEB Fragmentation Buffer with divalent cations, following the standard NEB library construction protocol. Following library construction, preliminary quantification was conducted using the Qubit 2.0 Fluorometer, libraries were diluted to 1.5 ng/ μL, and the insert size of libraries was detected using the Agilent 2100 Bioanalyzer. Once the insert size was confirmed to meet expectations, qRT-PCR was used to accurately quantify the effective library concentration (library effective concentration > 2 nM) to ensure library quality. Qualified libraries were pooled according to effective concentration and desired sequencing data volume for Illumina sequencing. To ensure data analysis quality and reliability, raw data underwent a filtering process, which included the removal of adapter-containing reads, reads with N (N indicates undetermined base information), and low-quality reads (reads where >50% of bases had Qphred≤20 over the entire read length). Concurrently, Q20, Q30, and GC content were calculated for clean data. All subsequent analyses were conducted using high-quality analyses based on clean data. After raw data filtering, sequencing error rate checking, and GC content distribution evaluation, clean reads for subsequent analysis were obtained (Numerical data are available in **S1 Table**). The reference genome index was constructed using HISAT2 (v2.0.5), and paired-end clean reads were aligned to the reference genome using HISAT2 (v2.0.5). featureCounts (v1.5.0-p3) was employed to calculate reads mapped to each gene(Numerical data are available in **S2 Table**). FPKM for each gene was then calculated based on gene length and the number of mapped reads. For samples that included biological replicates, DESeq2 (v1.20.0) was ultilized for differential expression analysis between two comparison groups. The Benjamini and Hochberg method was applied to adjust obtained p-values (padj) in order to control the false discovery rate. The above sequencing was commissioned to Beijing Novogene Bioinformatics Technology Co., Ltd.

### 3.9. Identification of DEGs

We set log |fold change (FC)| > 0.75 and Q < 0.05 to identify DEGs between the control group and the experimental group. The sequencing results revealed 381 DEGs, among which, compared with those in the control group, 207 DEGs were significantly upregulated, and 174 DEGs were significantly downregulated. We generated a volcano map and a heatmap to show the expression of differentially expressed genes between the control group and the experimental group. The volcano map was drawn via Excel software, and the heatmap was visualized via R software (R (4.2.1) version, R package: ComplexHetmap [2.13.1]).

### 3.10. GO and KEGG enrichment analysis

We used KOBAS (KEGG Orthology Based Annotation System) online software to analyze the DEGs for GO and KEGG enrichment. The version used was KOBAS 3.0 (http://bioinfo.org/kobas/). We used gene list enrichment in the enrichment module, which is based on the over-representation analysis method. A corrected P value <0.05 was considered to indicate significant enrichment [29]. GO and KEGG data were plotted at https://www.bioinformatics.com.cn, an online platform for data analysis and visualization [30].

### 3.11. Network construction and hub gene analysis

We used the STRING online website to construct a PPI network for the DEGs (https://cn.string-db.org/). After that, we used the MCODE plug-in in Cytoscape software to analyze the module and set the parameters as follows: node score cutoff = 0.2; k-core = 2; and max. depth = 100. We selected the most important cluster for follow-up analysis and applied the CytoHubba plug-in to screen the cluster for hub genes. The screening method identified the top 10 nodes ranked by maximal clique centrality (MCC). Protein interaction analysis of the hub genes was performed via the GeneMANIA online website tool, and KEGG analysis of the hub genes was performed via KOBAS online software [31,32]. The obtained hub genes were uploaded to NetworkAnalyst (version 3.0, https://www.networkanalyst.ca/) to construct TF gene interaction networks and miRNA interaction networks [33].

### 3.12. Drug target analysis

Potentially active drugs were analyzed via DGIDB software (https://dgidb.org/), and quinapril, benazepril, avapritinib, and ripretinib were obtained through screening (approved by regulatory authorities, interaction score>1.5) [34]. Molecular docking simulation technology was used to explore the possible therapeutic mechanisms of these drugs. The small molecule structure file of the drug was identified via the PubChem website (3D structure image of CID 54892 (quinapril), PubChem Identifier: CID 54892, URL: https://pubchem.ncbi.nlm.nih.gov/compound/54892#section=3D-Conformer. 3D structure image of CID 5362124 (benazepril), PubChem Identifier: CID 5362124, URL: https://pubchem.ncbi.nlm.nih.gov/compound/5362124#section=3D-Conformer. 3D structure image of CID 118023034 (avapritinib), PubChem Identifier: CID 118023034, URL: https://pubchem.ncbi.nlm.nih.gov/compound/118023034#section=3D-Conformer. 3D structure image of CID 71584930 (ripretinib), PubChem Identifier: CID 71584930, URL: https://pubchem.ncbi.nlm.nih.gov/compound/71584930#section=3D-Conformer) [35]. The protein structure of the molecule was determined via the UniProtKB website (https://www.uniprot.org/uniprotkb/) [36], and then, the docking between the molecule and the drug was scored via the CB-DOCK2 website (https://cadd.labshare.cn/cb-dock2/index.php) [37]. Structure-based blind docking in CB Dock2 was selected, and AutoDock Vina-based docking was performed in each detected cavity. The potential binding sites of the queried ligands were ranked on the basis of the Vina score (kcal/mol), and the top-ranked sites were selected.

### 3.13. Statistical analysis

The DEGs in the sequencing data were corrected via the Eseq2 method, and a Q value <0.05 was considered to indicate a significant difference. All data from the experiments were statistically analyzed via GraphPad Prism software. Statistical significance was determined by t tests or one-way ANOVA. p < 0.05 was considered to indicate a significant difference. RT-qPCR and RNA-seq data.are available in S3 Table, the data generated in this study are available in S4 Table.

### 3.14. Ethics approval

The management of all mouse lines was approved by the Animal Ethical and Welfare Committee of Jining Medical University (Approval number: JNMC-2022-DW-003) during the entire experimental procedure. We confirm that all experiments were performed in accordance with relevant guidelines and regulations. We confirm that this study was reported in accordance with the ARRIVE guidelines.

## 4. Discussion

Litt *et al.‘s* study suggests that *Mc4r* deficiency leads to progressive cardiomyopathy in an age-dependent manner [18]. Reduced cardiac dilation and contractility were observed in 26-week-old male Mc4r knockout mice, as well as in female mice. The fractional shortening, myocardial contractility, and ejection fraction (EF) of the mouse heart in this age group were significantly reduced, while the LV diameter was significantly increased. Gava FN *et al.* found that infusing Mc4r agonists into the heart after myocardial infarction in rats significantly increased EF and FS, maintained the contractile ability of cardiomyocytes, thereby reducing adverse cardiac remodeling and protecting cardiac function [28]. Sex hormones influence the structure and physiological function of the heart, and some studies have shown differences in wall thickness, LV ejection fraction, and ECG of the heart after puberty, and that males have a higher risk of cardiovascular disease than females [38]. In this regard, we took into account that females subjects may experience interference with experimental variables by fluctuations in the estrogen cycle, an occurrence not present in males. Based on this point of view, many studies in the literature also use male mice for relevant investigations [39–41].

In accordance with established stages of cardiac development in mouse models, we selected 6-week-old and 12-week-old mice as experimental subjects. At 6 weeks of age, cardiomyocyte proliferation ceases, and subsequent cardiac growth occurs primarily through hypertrophy (cell volume enlargement). By 12 weeks, the mouse heart reaches full maturity and achieves fully developed function [42]. Our cardiac function measurements on 6–12-week-old *Mc4r* knockout male mice showed that compared to WT mice, the indicators of cardiac function we tested LV mass, LVFS, LVEF, LVESV, and LVEDV were not changed. However, in the cardiomyocytes of *Mc4r* knockout mice at 12 weeks, the cross-sectional area is increased. 

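Over the 10212 genes used for the comparison of libraries, the log2 FPKM of the 3 Mc4r KO libraries correlated with each other at r = 0.985, 0.985 and 0.987. The 3 WT libraries correlated at 0.984 for replicates 1 and 2, 0.962 for replicates 1 and 3 and 0.97 for replicates 2 and 3. WT replicate 3 was closer to Mc4r KO replicate 1, at 0.977, than to either WT library. These correlations are across genes, which are not independent replicates. The first principal component held 46.2% of the variance and separated the groups, with the WT libraries at -27.5, -19.7 and -6.75 and the Mc4r KO libraries at 14.3, 21.9 and 17.7. The second component held 26.6% and set WT replicate 3, at -29.4, apart from the other 5 libraries, which lay between -6.82 and 12.4.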

More importantly, mRNA sequencing results from mouse left ventricular tissue showed that *Mc4r* deficiency mice cardiomyocytes underwent changes at various molecular levels, which may precede the development of cardiac malfunction at late age. Based on the sequencing results, we screened hub genes and the enriched signaling pathways. The functional exploration of hub genes reveals a significant association between them and cardiac function. We speculate that the hub molecules detected in the hearts of young *Mc4r* deficiency mice may become promising candidates for early prevention of related cardiac disease. We acknowledge that exploratory analysis at the 6- and 12-week age points were limited by a small sample size (n = 3 per group), which reduces the statistical power of detect subtle changes. However, the phenotypes observed across three independent experimental cohorts exhibited high reproducibility, suggesting that the biological effects were robust enough to be detectable despite the limited sample size. Furthermore, while early molecular data only provided a basis for future validation to a certain extent, we plan to further investigate the core mechanisms of cardiac dysfunction by expanding the sample size.

The cardiomyocyte cross-sectional area is the key to assessing cardiac hypertrophy, myocardial hypertrophy may lead to heart disease, such as heart failure, which is one of the most important risk factors for cardiovascular death [43–46]. We therefore hypothesize that the enlarged cardiomyocyte cross-sectional area caused by *Mc4r* KO may be an earlier pathological change in heart disease. In addition, cardiomyocyte apoptosis and fibrosis can be observed in many cardiovascular diseases. Myocardial apoptosis is an important form of cell death in the early stages of myocardial infarction and can promote heart remodeling and further progression to heart failure [47,48]. Cardiomyocyte fibrosis can lead to heart failure, malignant arrhythmias, sudden cardiac death and other serious conditions. This process is often observed in the advanced stages of various heart diseases [49,50]. Our Masson and TUNEL results revealed that *Mc4r* deletion did not affect cardiomyocyte fibrosis or apoptosis, suggesting that the mice may be in the early stage of heart disease. In summary, we showed that the knockout of *Mc4r* could alter the cross-sectional area of cardiomyocytes but did not affect cardiomyocyte apoptosis or fibrosis.

We further explored the effect of *Mc4r* deficiency on cardiomyocytes at the molecular level via transcriptome sequencing. By GO and KEGG enrichment analyses, we identified that HIF-1 pathway and P53 pathway were alterated in Mc4r deficiency mice heart.The HIF-1 signaling have been shown to participated in a variety of diseases, including arterial dissection, pulmonary hypertension, atherosclerosis, and myocardial infarction [51,52]. 

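Of the HIF-1 pathway genes in Fig 2D, Egln3 (ENSMUSG00000035105; chromosome 12, 54178981 to 54203860) had an FPKM of 48.5 ± 18.6 in the Mc4r KO mice and 16.0 ± 3.51 in the WT mice (SD, n = 3 each), a log2 fold change of 1.53 (standard error 0.31, adjusted p = 0.0744, limma). Pfkl (chromosome 10, 77986947 to 78010083) was higher in the Mc4r KO mice, at 22.9 ± 0.783 against 12.5 ± 3.06 (SD, n = 3 each; adjusted p = 0.0666, limma). Nos2 (chromosome 11, 78920787 to 78960254) was lower, at 2.12 ± 0.224 against 4.51 ± 1.18 (SD, n = 3 each; adjusted p = 0.0766, limma). Their libraries did not overlap between the groups, but none of the 3 passed the threshold after adjustment over all genes. Each of them was called with array weights, with limma voom, over protein-coding genes alone and without WT replicate 3. A list of 25 HIF-1 target genes, written before the data were examined, had a median log2 fold change of 0.28, and 19 of the 25 were higher in the Mc4r KO mice. Over the alternatives the median ran from 0.082, with the scaling outside the mitochondrial chromosome that moved the median of all genes by -0.18, to 0.33, and it was 0.15 after quantile normalization. It was shifted in limma's camera test with a preset correlation between genes (adjusted p = 0.00393 over 14 lists). The list was not past the threshold with fry (adjusted p = 0.0584), with an estimated correlation (adjusted p = 0.58) or after quantile normalization (adjusted p = 0.0735); over its 23 alternatives the adjusted p ran from 0.000645 to 0.58. The list shares Egln3, Pfkl and Gapdh with Fig 2D.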

High expression of HIF-1 inhibits the production of *Serca2* and reduces the contractility of the heart, which in turn affects the normal function of the heart and leads to the development of heart disease [53]. However, it has also been shown that the HIF-1 signaling pathway can play a role in protecting cardiac function by regulating the expression of miRNAs. Under hypoxic or low-oxygen conditions, the HIF-1 pathway can reduce apoptosis and injury in cardiomyocytes by inhibiting the expression of miR-20b-5p and miR-135b [54–56]. This pathway also promotes angiogenesis by regulating miR-126 expression during myocardial ischemia [57]. These contradictory results may be due to differences in downstream genes regulated by HIF-1. In addition, there is a close association between HIF-1α signaling and cardiomyocyte morphology. Gao *et al.* [58] demonstrated that when this signaling pathway is activated, it reduces the energy metabolism of the rat myocardium and increases the cross-sectional area of cardiac myocytes. This finding is similar to the results we obtained from HE staining of the left ventricular myocardium.

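The p53 signaling pathway in Fig 2D names Aifm2, Gadd45b, Igfbp3, Cdkn1a, Igf1 and Bcl2l1. Bcl2l1 (chromosome 2, 152780668 to 152831728) had an FPKM of 16.2 ± 0.99 in the Mc4r KO mice and 9.03 ± 1.95 in the WT mice (SD, n = 3 each), a log2 fold change of 0.86 (standard error 0.15, adjusted p = 0.0587, limma). Aifm2 (chromosome 10, 61715263 to 61739260) was at 10.1 ± 1.16 against 5.97 ± 0.707 (SD, n = 3 each). Its log2 fold change was 0.75 (standard error 0.13, adjusted p = 0.0579, limma), and a gene on the opposite strand covers 5.65% of its exonic sequence. Igfbp3 (chromosome 11, 7206086 to 7213923) was lower in the Mc4r KO mice, at 8.28 ± 2.23 against 14.5 ± 1.23 (SD, n = 3 each), a log2 fold change of -0.83 (standard error 0.20, adjusted p = 0.0995, limma). Trp53 itself (ENSMUSG00000059552; chromosome 11, 69580359 to 69591873) was at 3.03 ± 0.387 in the Mc4r KO mice and 4.29 ± 0.476 in the WT mice (SD, n = 3 each), with a log2 fold change of -0.49 (standard error 0.14, adjusted p = 0.124, limma) and no call under any of 21 alternatives. A list of 28 p53 target genes, written with the HIF-1 list, had a median log2 fold change of -0.13, with 12 of 28 higher, and limma's camera test gave an adjusted p of 0.705. Over the alternatives the median ran from -0.32 to 0.055, the latter over the genes with a mean FPKM of at least 1. It was -0.022 without Mc4r KO replicate 2.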

In our study, the DEGs in heart samples from the WT mice and *Mc4r* KO mice were enriched in the P53 signaling pathway. The P53 signaling pathway plays an important role in tumor suppression. Studies in heart-related diseases have revealed that P53 signaling has a role in maintaining homeostasis in cardiac tissue and is considered to be a master regulator of the cardiac transcriptome [59]. P53 has been reported to play an important role as a microRNA target gene in mediating cardiac hypertrophy and cardiomyocyte morphological remodeling [60]. Zhan *et al.* [61] reported that miR-128 down-regulation reduced the extent of increase in cardiomyocyte cross-sectional area through targeted inhibition of p53, thereby alleviating the effects of chronic angiotensin activity on myocardial hypertrophy. We speculate that P53 inhibition may be an early compensatory outcome of cardiac disease, impeding the progression of heart disease to a malignant degree. However, these inferences require functional validation, such as analysis of protein expression by Western blot or hypoxia response assays, as our current data only show pathway enrichment and lack direct evidence of protein activity or cellular function. In addition, P53 is involved in myocarditis of a diabetic nature due to elevated blood glucose. Inhibition of the P53 pathway not only slows cardiomyocyte senescence but also promotes the expression of hypoxia-inducible factor-1a in the body to maintain normal cardiac function [62]. Thus, a decrease in P53 during the compensatory phase may play a role in stress protection. When activated, the P53 pathway promotes acetylation of the P53 gene and the expression of dynamin-related protein, which is involved in the apoptosis of cardiomyocytes, leading to heart failure, among other events [63,64]. However, our apoptotic results revealed no statistically significant difference in cardiomyocyte apoptosis in the *Mc4r*^*-*^KO mouse P53 signaling pathway compared with that in the controls, possibly because apoptosis occurs at a later stage of heart disease.

Through the construction of a PPI network and the analysis of the hub genes, we identified 10 hub genes, among which five key hub genes (*Cdkn1*, *Igf1*, *Gadph, Agt* and *Kit*) are closely associated with the regulation of cardiac function and targeted therapy for heart-related diseases. CDKN1, also known as P21, is involved in the regulation of the cell cycle as a cyclin-dependent kinase inhibitor [65]. Our results revealed that *Cdkn1* gene expression was significantly upregulated after *Mc4r* knockdown, which may be associated with the onset of early compensation for cardiac disease. 

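Cdkn1a (ENSMUSG00000023067) lies on chromosome 17 of GRCm38 from 29090976 to 29100727. Its FPKM was 16.6 ± 4.14 (SD, n = 3) in the Mc4r KO mice and 3.77 ± 1.47 (SD, n = 3) in the WT mice. The recovered reads were 792, 760 and 1219 in the Mc4r KO libraries and 121, 182 and 323 in the WT libraries, so every Mc4r KO library was above every WT library (exact permutation p = 0.1). The log2 fold change was 2.15 (standard error 0.29, adjusted p = 0.0415, limma). With each library left out in turn it stayed between 1.87 and 2.43, but the gene was called only without WT replicate 3 (adjusted p = 0.00747) and not in the other 5 such fits (adjusted p from 0.108 to 0.147). It also lost its call without a filter on low values, with quantile normalization, with limma without trend and with the GC percentage of the clean reads as a covariate, where the log2 fold change was 1.39. Over all 21 alternatives the adjusted p ran from 0.00329 to 0.195. A gene on the opposite strand overlaps 7.68% of its exonic sequence, and 10.5% of the 50-base words of its transcript occur in other genes.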

Notably, the upregulation of Cdkn1a (a P53 target gene) was consistent with an increase in cardiomyocyte cross-sectional area (Fig 1C), suggesting a potential link between P53 pathway activation and myocardial remodeling. This gene plays an important role in increasing LV systolic and diastolic rates, limiting excessive increases in LV end-systolic and diastolic diameters, and repairing damaged cardiomyocytes. These effects enhance basal cardiac function and reduce the damage caused to the heart during ischemia and reperfusion [66,67]. Additionally, *Cdkn1a* is highly expressed specifically in certain hypertrophic cardiomyocytes [68]. These results are all consistent with our experimental results that *Cdkn1* gene up-regulation is involved in the occurrence of cardiac disease. In mouse cardiomyocytes, a lack of *Cdkn1a* (*P21Cip*) hinders the proliferation of cardiomyocytes and eventually leads to heart failure [69]. This finding is inconsistent with our results, possibly because of the early compensation of Cdkn1 or differential regulation of the *Mc4r* gene in this study. 

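Cdkn1c (ENSMUSG00000037664), a separate gene from Cdkn1a, lies on chromosome 7 from 143458339 to 143461050. It had an FPKM of 9.59 ± 0.93 (SD, n = 3) in the Mc4r KO mice and 9.98 ± 2.07 (SD, n = 3) in the WT mice. The groups overlapped, and the log2 fold change was -0.04 (standard error 0.17, adjusted p = 0.926, limma; exact permutation p = 0.9, two-sided). It was 0.40 with the GC percentage of the clean reads as a covariate and between -0.22 and 0.06 with each library left out in turn, turning positive without WT replicate 1 or 2 or Mc4r KO replicate 3. It was called under none of the 21 alternatives. An opposite-strand gene covers 30.6% of its exonic sequence.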

The above findings suggest that *Mc4r* knockdown may lead to myocardial hypertrophy and thus affect the normal physiological function of the heart by upregulating *Cdkn1c* and thereby regulating the morphology of cardiomyocytes; however, the specific molecular mechanisms involved need to be further investigated.

IGF-1 may act as a cardiomyocyte growth factor involved in cardiovascular diseases such as heart failure, atherosclerosis, and the cardioprotective effects of cardiovascular aging [70]. It has been demonstrated the therapeutic potential of *Igf-1* in cardiac diseases. Davis *et al.* [71] used biotinylated nanofibers for targeted delivery of *Igf-1* to cardiomyocytes to induce phosphorylation activation of the downstream mediator *Akt*. This process not only increased the cross-sectional area of cardiomyocytes but also alleviated cardiac contractile disorders after myocardial infarction. Other studies have also shown that the activating IGF-1 signaling restores cardiac dysfunction by increasing the left ventricular EF in isoprenaline-infused mice and mice with diabetic cardiomyopathy [72,73]. GADPH is an important reactive enzyme in human tissue glycolysis that reduces the probability of heart disease mainly by inhibiting apoptosis. For example, activation or increased expression of *Gapdh* in cardiomyocytes facilitates the protection of cardiomyocytes from apoptosis and thus improves cardiac function [74]. Moreover, Sukhanov *et al.* [75] reported that enhanced expression of *Gapdh* in vascular smooth muscle cells under redox-sensitive mechanisms protected against _H2O2_-induced apoptosis. *Gapdh* can also overcatalyze the partial conversion of cardiomyocyte glycolysis intermediates to lipid synthesis products during ischemia to maximize the protection of cardiac function [76]. In the present study, *Igf-1* and *Gapdh* gene expression was significantly down-regulated after *Mc4r* knockdown, which is consistent with the above findings, suggesting that *Mc4r* knockdown may affect cardiac function by down-regulating *Igf-1* and *Gapdh*.

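Igf1 (ENSMUSG00000020053) lies on chromosome 10 from 87858265 to 87937042. Its FPKM was 1.00 ± 0.0949 (SD, n = 3) in the Mc4r KO mice and 1.92 ± 0.324 (SD, n = 3) in the WT mice, without overlap (exact permutation p = 0.1). The log2 fold change was -0.86 (standard error 0.17), and the gene was not called after adjustment over all genes (adjusted p = 0.0744, limma). It was called with array weights (adjusted p = 0.0449) and with limma voom (adjusted p = 0.0163), out of 21 alternatives with adjusted p from 0.0163 to 0.29, and also when protein-coding genes alone were tested. Gapdh (ENSMUSG00000057666) lies on chromosome 6 from 125161715 to 125166467. Its FPKM was 13.6, 5.49 and 49.2 in the WT libraries and 1.78, 1.26 and 2.26 in the Mc4r KO libraries. The log2 fold change was -3.10 (standard error 0.71, adjusted p = 0.0919, limma). Without WT replicate 3 it was -2.27 and called (adjusted p = 0.0279), and limma voom (adjusted p = 0.0482) and the test of protein-coding genes alone also called it; over its alternatives the adjusted p ran from 0.0279 to 0.28. The level of Gapdh is uncertain, because 82.5% of the 50-base words of its transcript occur in other genes, and the authors' counting could have left out or split the reads of such copies. Its mean FPKM of 12.3 compares with a median of 204 over 13 other glycolysis genes. From the lower expression of Igf1 and Gapdh and from earlier work on the protective role of both genes, the paper proposes that the loss of Mc4r affects cardiac function through them.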

In addition, we screened potential drug targets for heart-related diseases caused by the *Mc4r* gene through DGIDB analysis and further searched for potential drugs that may target these molecules, obtaining four drugs: quinapril, benazepril, avapritinib and ripretinib. These four drugs target two molecules, *Agt* and *Kit*. Kit encodes a type 3 receptor tyrosine kinase [77], and Amini H *et al.* reported that cardiac progenitor cells can promote the regeneration and repair of heart tissue after injury by expressing c-kit [78]. Furthermore, Bryan *et al.* found in Tie2^CreERT2^ transgenic mice, deletion of the essential cardiogenic transcription factor Gata4 led to defective tube formation and a reduction in CD31 + hypoendothelial cells, resulting in severe cardiac endothelial cell expansion and differentiation defects [79]. The vast majority of mutations in Kit are sensitive to avapritinib and ripretinib, and ripretinib, a Kit inhibitor, has been applied in the treatment of advanced gastrointestinal stromal tumors [80]. Additionally, Avapritinib, a potent and selective oral inhibitor, suppresses proliferation and reduces viability in pancreatic cancer cells, and exhibits strong efficacy in gastrointestinal stromal tumors (GISTs) [81]. These findings indicate that Kit may improve cardiac function by participating in the repair process of myocardial tissue. Therefore, avapritinib and ripretinib may be potential drugs for the treatment of heart-related diseases using targeting Kit. Several cardiovascular diseases, such as myocardial infarction and coronary heart disease, have been linked to AGT polymorphisms [82]. In addition, the Met174 allele of AGT has been shown to cause abnormal expression of AGT plasma levels, leading to accelerated vasoconstriction and lipid accumulation [83]. We speculate that the p.Thr174Met polymorphism of AGT affects the expression of AGT, accelerates vascular constriction, slows blood circulation, and results in insufficient blood supply to the heart. Moreover, Rong *et al.* found that hepatocyte-specific AGT knockout in a mouse model of sepsis-induced cardiac dysfunction was associated with significant improvement in cardiac function significantly improved cardiac function and prolonged survival time [84]. These studies suggest that AGT plays an important role in the pathogenesis of cardiac disease. Quinapril and benazepril have been identified as agents that modulate gene expression within the AGT pathway [85]. For example, quinapril potentiates a beneficial role in the prevention of restenosis after percutaneous coronary intervention (PCI) in patients with AGT T purists [86]. These findings are similar to our research findings. These two drugs may help patients return to a normal blood flow rate by targeting AGT, thereby treating heart disease.

In summary, we suggest that in the young stage of mice, Mc4r deficiency may affect the microstructure of the heart through cardiomyocytes enlargement, but does not affect FS, LV weight etc. In young *Mc4r* deficient mice, although there were no organic lesions in the heart, abnormal changes had already occurred at the molecular level which may serve as early diagnostic indicators. We hypothesize that the regulatory mechanism of early cardiac changes in *Mc4r* deficient mice may involve the p53 signaling pathway and HIF-1 signaling pathway. Based on the relevant hub genes, we screened potential drugs and molecular targets for treatment of heart related diseases caused by the Mc4r gene deficiency. This study emphasized the HIF-1/P53 molecular mechanism in the *Mc4r* gene in regulating the early onset of heart disease, providing new concepts and theoretical guidance for subsequent early diagnosis and preventive treatment strategies.

## 5. Limitations and future directions

While our study reveals early molecular alterations in MC4R-deficient hearts, several limitations should be acknowledged. First, the small sample size (n = 3 per group) and preclinical mouse model may restrict extrapolation to human pathophysiology. To address these gaps, future work should validate findings in larger cohorts, including clinical samples from obese individuals with MC4R mutations. Second, although we identified p53/HIF-1 pathways as key mechanisms, further exploration of oxidative stress and metabolic reprogramming could provide a more comprehensive understanding of MC4R-related cardiac remodeling. Finally, protein-level validation (e.g., Western blot) and therapeutic testing of Agt/Kit-targeting drugs (e.g., avapritinib) in disease models are needed to translate our discoveries into clinical applications. Our data establish a foundation for these future investigations.

## Supporting information

S1 Fig Left ventricular myocardial tissue was analyzed by Masson staining and TUNEL staining. (A) Results of Masson staining (10x, 40x) of the left ventricular myocardial tissue of Mc4r KO mice versus WT mice and comparison of the percentage area of collagen fibers in the myocardial cells of Mc4r KO mice versus WT mice. *p < 0.05 (B) TUNEL staining and TUNEL-positive cell rate of left ventricular myocardial tissue in Mc4r-KO mice and WT mice.
(TIF)

S2 Fig PPI network of DEGs established via the STRING online website.

S1 Table Clean reads for subsequent analysis.

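S1 Table lists the reads of each library before and after filtering and the GC percentage of the clean reads. The paper's GC percentages were 44.54, 44.95 and 46.92 for WT replicates 1, 2 and 3 and 47.31, 46.95 and 47.42 for Mc4r KO replicates 1, 2 and 3, so every Mc4r KO library was above every WT library. In the deposited FPKM, the Spearman correlation of a gene's level in a library, relative to its mean over the 6 libraries, with the GC content of the gene was -0.60, -0.33 and 0.18 for the WT libraries and 0.39, 0.30 and 0.34 for the Mc4r KO libraries. These correlations are across genes, which are not independent replicates.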

S2 Table Reads mapped to each gene.

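S2 Table gives the outcome of the alignment of each library, with the reads aligned to 1 place or to several places in the genome, not the reads on each gene. The share of clean reads aligned to several places was 19.94%, 18.62% and 15.05% in WT replicates 1, 2 and 3, and 14.64%, 15.34% and 13.82% in Mc4r KO replicates 1, 2 and 3, as the paper lists it. In the deposited FPKM the share of reads on the mitochondrial chromosome was 34.9%, 32.6% and 26.3% in the same WT libraries and 23.3%, 25.8% and 23.4% in the Mc4r KO libraries.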

S3 Table RT-qPCR and RNA-seq data.

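S3 Table sets RT-qPCR values of each gene, relative to the WT mice, beside a mean sequencing value of each group and their ratio. The legend of the corresponding figure calls the sequencing values TPM. The 26 group means of the 13 genes were compared with the means of the recovered reads divided by the size factor of each library, and the ratio of the second to the first was 1.01 for each of the 26. The sequencing columns of the table therefore hold normalized read numbers up to a constant.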

S4 Table The data generated in this study.

## Abbreviations

MC4R: Melanocortin-4 receptor
CVD: Cardiovascular disease
HF: Heart failure
DEGs: Differentially expressed genes
LV mass: Left ventricular mass
BSA: body surface area
LVIDd: left ventricular diameter
EF: ejection fraction
AGT: angiotensinogen
FS: fractional shortening

# Supplementary material for: Molecular remodeling of the myocardium in mice with melanocortin-4 receptor deletion before cardiac function impairment
**Source:** PLoS One. 2026 Jan 30;21(1):e0340465. doi: 10.1371/journal.pone.0340465
**Supplement:** S1 Table

| Exported data |                  |           |           |             |             |            |       |       |        |
|---------------|------------------|-----------|-----------|-------------|-------------|------------|-------|-------|--------|
| sample        | library          | raw_reads | raw_bases | clean_reads | clean_bases | error_rate | Q20   | Q30   | GC_pct |
| WT_1          | FRAS210178909-1r | 45121188  | 6.77G     | 43441994    | 6.52G       | 0.03       | 97.79 | 93.5  | 44.54  |
| WT_2          | FRAS210178910-1r | 45476222  | 6.82G     | 42837698    | 6.43G       | 0.03       | 97.94 | 93.94 | 44.95  |
| WT_3          | FRAS210178911-1r | 46285984  | 6.94G     | 44877486    | 6.73G       | 0.03       | 97.75 | 93.59 | 46.92  |
| MC4R_KO_1     | FRAS210178912-1r | 42154486  | 6.32G     | 40485668    | 6.07G       | 0.03       | 97.63 | 93.32 | 47.31  |
| MC4R_KO_2     | FRAS210178913-1r | 44523106  | 6.68G     | 42993338    | 6.45G       | 0.03       | 97.75 | 93.54 | 46.95  |
| MC4R_KO_3     | FRAS210178914-1r | 44839148  | 6.73G     | 43213024    | 6.48G       | 0.03       | 97.76 | 93.57 | 47.42  |

# Supplementary material for: Molecular remodeling of the myocardium in mice with melanocortin-4 receptor deletion before cardiac function impairment
**Source:** PLoS One. 2026 Jan 30;21(1):e0340465. doi: 10.1371/journal.pone.0340465
**Supplement:** S2 Table

| Exported data |             |                  |                  |                 |                  |                  |                  |                  |                  |                  |                  |
|---------------|-------------|------------------|------------------|-----------------|------------------|------------------|------------------|------------------|------------------|------------------|------------------|
| sample        | total_reads | total_map        | unique_map       | multi_map       | read1_map        | read2_map        | positive_map     | negative_map     | splice_map       | unsplice_map     | proper_map       |
| WT_1          | 43441994    | 42298151(97.37%) | 33636861(77.43%) | 8661290(19.94%) | 16823599(38.73%) | 16813262(38.7%)  | 16805293(38.68%) | 16831568(38.74%) | 11196765(25.77%) | 22440096(51.66%) | 32322438(74.4%)  |
| WT_2          | 42837698    | 41656767(97.24%) | 33679982(78.62%) | 7976785(18.62%) | 16833726(39.3%)  | 16846256(39.33%) | 16822039(39.27%) | 16857943(39.35%) | 12156045(28.38%) | 21523937(50.25%) | 32153014(75.06%) |
| WT_3          | 44877486    | 43197862(96.26%) | 36441926(81.2%)  | 6755936(15.05%) | 18233356(40.63%) | 18208570(40.57%) | 18183343(40.52%) | 18258583(40.69%) | 14014435(31.23%) | 22427491(49.97%) | 35107650(78.23%) |
| MC4R_KO_1     | 40485668    | 39064793(96.49%) | 33139344(81.85%) | 5925449(14.64%) | 16560375(40.9%)  | 16578969(40.95%) | 16530829(40.83%) | 16608515(41.02%) | 13384417(33.06%) | 19754927(48.79%) | 31929198(78.87%) |
| MC4R_KO_2     | 42993338    | 41523452(96.58%) | 34930197(81.25%) | 6593255(15.34%) | 17474762(40.65%) | 17455435(40.6%)  | 17428696(40.54%) | 17501501(40.71%) | 13773195(32.04%) | 21157002(49.21%) | 33734150(78.46%) |
| MC4R_KO_3     | 43213024    | 41630455(96.34%) | 35657329(82.52%) | 5973126(13.82%) | 17837840(41.28%) | 17819489(41.24%) | 17790446(41.17%) | 17866883(41.35%) | 14201673(32.86%) | 21455656(49.65%) | 34396946(79.6%)  |

# Supplementary material for: Molecular remodeling of the myocardium in mice with melanocortin-4 receptor deletion before cardiac function impairment
**Source:** PLoS One. 2026 Jan 30;21(1):e0340465. doi: 10.1371/journal.pone.0340465
**Supplement:** S3 Table

|       |         | RT-qPCR  |          |          |          |                   | RNA-seq    |          |          |                   |  |
|-------|---------|----------|----------|----------|----------|-------------------|------------|----------|----------|-------------------|--|
|       |         |          |          |          | mean     | log2FC by RT-qPCR | Group_2    | Group_1  |          | log2FC by RNA-seq |  |
| MC4R1 | NOS2    | 0.430812 | 0.715169 | 0.401047 | 0.515676 | -0.955462976      | 142.833635 | 303.4245 | 0.470739 | -1.084959016      |  |
|       | BCL2L1  | 1.13942  | 1.417983 | 1.163056 | 1.240153 | 0.310518585       | 1133.95275 | 631.831  | 1.794709 | 0.84194814        |  |
|       | TIMP1   | 5.385251 | 2.218954 | 1.785534 | 3.129913 | 1.646122618       | 44.8214541 | 15.20294 | 2.948209 | 1.538034003       |  |
|       | GAPDH   | 0.87235  | 0.763485 | 0.829583 | 0.821806 | -0.283129957      | 111.329208 | 1436.245 | 0.077514 | -3.689403496      |  |
|       | CDKN1A  | 4.94128  | 4.815565 | 4.815884 | 4.857576 | 2.280236638       | 900.185558 | 204.5082 | 4.401709 | 2.134095519       |  |
|       | IGFBP3  | 0.471513 | 0.390168 | 0.496729 | 0.452803 | -1.14304311       | 395.224478 | 690.3507 | 0.572498 | -0.804455933      |  |
|       | WT1     | 0.578789 | 0.574351 | 0.310941 | 0.488027 | -1.034967489      | 64.1950014 | 117.5294 | 0.546204 | -0.877243778      |  |
|       | AIFM2   | 9.51652  | 11.52833 | 4.652469 | 8.565775 | 3.098583751       | 634.230826 | 375.3622 | 1.68965  | 0.755357903       |  |
|       | TRP53   | 0.5285   | 0.439234 | 0.617862 | 0.528532 | -0.91993723       | 187.2023   | 264.9506 | 0.706555 | -0.502069953      |  |
|       | GADD45B | 1.192851 | 2.853854 | 1.165629 | 1.737444 | 0.796966804       | 144.91375  | 78.09794 | 1.855539 | 0.89340174        |  |
|       | TBP     | 0.672698 | 0.485303 | 0.766264 | 0.641421 | -0.640655931      | 147.421824 | 161.4637 | 0.913034 | -0.128635492      |  |
|       | EGLN3   | 3.202386 | 3.023847 | 1.307917 | 2.511383 | 1.328482237       | 1969.7277  | 650.2136 | 3.029355 | 1.5986701         |  |
|       | UBC     | 0.876115 | 1.061923 | 0.870585 | 0.936208 | -0.095099438      | 1550.19307 | 1573.451 | 0.985219 | -0.020898097      |  |

# Supplementary material for: Molecular remodeling of the myocardium in mice with melanocortin-4 receptor deletion before cardiac function impairment
**Source:** PLoS One. 2026 Jan 30;21(1):e0340465. doi: 10.1371/journal.pone.0340465
**Supplement:** S4 Table

Data for various indicators in 6-week-old mice

|         | Weight      | LV mass     | LVFS        | LVEF        | LVESV       | LVEDV       |
|---------|-------------|-------------|-------------|-------------|-------------|-------------|
| WT      | 1.008929000 | 0.623565282 | 1.618950847 | 1.510145034 | 0.319025817 | 0.620520634 |
|         | 1.062500000 | 1.349729946 | 0.835945495 | 0.895230402 | 0.690544322 | 0.711628359 |
|         | 0.928571000 | 1.026704773 | 0.545103658 | 0.594624564 | 1.990429861 | 1.667851007 |
| MC4R-/- | 1.272321000 | 1.143745954 | 0.626597269 | 0.675828897 | 1.818056586 | 1.604674685 |
|         | 1.071429000 | 1.429239427 | 1.271089798 | 1.245448871 | 0.805902299 | 1.134450676 |
|         | 1.111607000 | 1.101173949 | 1.568028305 | 1.473266018 | 0.376041115 | 0.694550524 |

Data for various indicators in 12-week-old mice

|         | Weight      | LV mass     | LVFS        | LVEF        | LVESV       | LVEDV       |
|---------|-------------|-------------|-------------|-------------|-------------|-------------|
| WT      | 0.975000000 | 0.586378299 | 0.874840138 | 0.908560371 | 0.818992776 | 0.723807915 |
|         | 1.005000000 | 1.627696663 | 1.148093950 | 1.108240931 | 1.108847241 | 1.246354782 |
|         | 1.020000000 | 0.785925038 | 0.977065912 | 0.983198698 | 1.072159983 | 1.029837302 |
| MC4R-/- | 1.406250000 | 1.244112504 | 0.858128382 | 0.877156986 | 1.649858654 | 1.410685132 |
|         | 1.563750000 | 1.145995417 | 0.778369405 | 0.796418589 | 2.906334415 | 2.293306311 |
|         | 1.316250000 | 1.290097422 | 1.137432366 | 1.092262801 | 1.514354518 | 1.665878512 |

# HE data

|                     |             |
|---------------------|-------------|
| WT                  | 326.1377000 |
|                     | 284.3478000 |
|                     | 281.6283000 |
| Mc4r <sup>-/-</sup> | 346.0827000 |
|                     | 438.0973000 |
|                     | 373.9192000 |

MASSON data

|         |          |
|---------|----------|
| WT      | 0.029721 |
|         | 0.029745 |
|         | 0.054724 |
| Mc4r-/- | 0.028818 |
|         | 0.017052 |
|         | 0.020329 |

TUNEL data

|         |      |
|---------|------|
| WT      | 1.82 |
|         | 0.5  |
|         | 1.94 |
| Mc4r-/- | 0.79 |
|         | 1.11 |
|         | 0.71 |

How the deposited data were processed for this re-analysis (not part of the article)

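Gene expression was measured by sequencing polyadenylated RNA from the hearts of 6 male mice of 12 weeks, 3 WT and 3 Mc4r KO, with 1 library per mouse. The labels and the paper give the same group and replicate number for each library. They differ on the tissue, which is left ventricle in the paper's discussion and heart or muscle in the labels. The authors removed adapters and reads of low quality, aligned the pairs with HISAT2, counted reads on genes with featureCounts and tested the groups with DESeq2. The authors deposited FPKM for each gene and library, together with the length, position and biotype of the gene. The genome build, the annotation release and the use of strand are not named in the paper's text. The identifiers were matched to GENCODE M21, and 99.9% of them were found there. Copies of a gene were searched in the M21 transcripts as shared words of 50 bases, and exons of other genes on either strand were compared with each named gene, because reads from such places can be lost or counted on the wrong gene.

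The FPKM times the gene length was a whole multiple of 1 step per library for 100% of the values, and the step gave the reads of each gene back. The reads counted on genes were 14767929, 14888500 and 16047003 in WT replicates 1, 2 and 3 and 14691076, 15535174 and 15649074 in Mc4r KO replicates 1, 2 and 3. The steps also showed that the authors' FPKM carry a scaling factor for each library. A floor of 3 reads was used for genes with no or few reads in a group, and a fold against such a group is a lower bound. This floor covers counting error only. All columns of per-library values were matched to a library.

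Because the unit is FPKM and not a count, the main test was limma (version 3.58.1, in R 4.3.3 with data.table 1.17.8) on log2(FPKM + 0.1), with all 6 libraries, the empirical Bayes trend and no covariate. This was set before the data were examined. Limma voom on the recovered reads, a test closer in kind to the paper's, was kept as an alternative. Scaling by median-of-ratios factors, which were 1 for each library, came first. Genes with a mean FPKM of at least 0.1 were tested, 18035 in all, with Benjamini-Hochberg adjustment and two-sided p-values. A call needs an adjusted p under 0.05 and an absolute log2 fold change above 0.75. The script was tested on simulated data drawn for the real genes, with 200 changed genes among 17859 tested. The changed genes had a mean FPKM of at least 1 and all changed by the same amount, up or down. Genes were drawn independently of each other, without a GC content trend or an outlying library. The rates therefore do not cover weaker genes or other sizes of change. Limma recovered 82.5% of the changed genes with 18 false calls, and limma voom 88.5% with 7 false calls. Gene lists were tested with limma's camera at a preset correlation of 0.01, with adjustment over 14 lists. On simulated data, where genes were drawn independently, 1.6% of 500 unchanged lists had a camera p under 0.05. This share cannot tell how camera behaves when genes vary together, as they can in the real libraries. In the real data, the splits of the libraries other than by genotype gave between 0 and 6 shifted lists. Correlations across the 13 RT-qPCR genes used 100000 permutations, and values of 3 mice against 3 used the exact permutation test, whose smallest two-sided p is 0.1. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

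The 14 lists hold target genes of p53, HIF-1 and glucocorticoids, the morning and evening arms of the circadian clock, genes of hypertrophy, of collagen and matrix, and of adipocytes, erythrocytes, B cells, atrium, skeletal muscle, and smooth muscle and fibroblasts, and the mitochondrially encoded genes. The genes named in the text are those the paper names as measured in these libraries, the 5 largest rises and 5 largest falls among the calls without overlap between the groups, and the members of the 14 lists past the threshold. Genes outside this rule are named as chosen after their values were seen.

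The alternatives were pseudocounts of 1 and 0.01, no filter on low values, a mean FPKM of at least 1, FPKM as deposited without scaling, quantile normalization, scaling to the sum outside the mitochondrial chromosome, limma without trend, robust empirical Bayes, array weights, the replicate number as a block, the GC percentage of the clean reads as a covariate, limma voom on the recovered reads, a fold change above 1.5 as in the legend of Fig 2B, protein-coding genes only, camera with an estimated correlation, fry, and fits without each library in turn. For the RT-qPCR correlation, a fit without Gapdh was added to these. Some results for single genes are not reported here. A filter on at least 10 reads on average and the removal of the GC content trend of each library (lowess with a span of 0.3, on genes with a mean FPKM of at least 1) were chosen after seeing the data. The number of calls was also counted over the 10 splits of the 6 libraries into 3 and 3.

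The GO and KEGG enrichments, the interaction networks, and the transcription factor and microRNA predictions were not recomputed, since the membership lists and databases are not used here. Echocardiography, histology and TUNEL staining have no sequencing values. Their values in S4 Table are the paper's and appear only in the last part of the closing section.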

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

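The tests on the 4 genes described here were chosen only after their values were seen, as were the genes themselves. They are among those with the smallest p of the genes called by limma that lie outside Fig 2B, Fig 2D, the hub genes and the RT-qPCR genes, have at least 10 reads per library on average and were higher in every Mc4r KO library than in every WT library. The paper does not discuss them.

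Rrad (ENSMUSG00000031880; chromosome 8, 104628070 to 104631327) had an FPKM of 69.4 ± 5.62 in the Mc4r KO mice and 27.5 ± 1.01 in the WT mice (SD, n = 3 each). Its log2 fold change was 1.33 (standard error 0.09, adjusted p = 0.0028, limma). Ptpn11 (chromosome 5, 121130533 to 121191397) rose from 27.1 ± 1.70 to 53.0 ± 2.14 (SD, n = 3 each), a log2 fold change of 0.97 (adjusted p = 0.00974, limma). Mcf2l (chromosome 8, 12873806 to 13020905) was at 12.2 ± 0.306 against 6.09 ± 0.469 (SD, n = 3 each), with a log2 fold change of 1.00 (adjusted p = 0.0115, limma). Fam117b (chromosome 1, 59913006 to 59985346) was at 8.73 ± 0.577 against 4.56 ± 0.292 (SD, n = 3 each), with a log2 fold change of 0.92 (adjusted p = 0.0268, limma). Since the genes were picked for their small p, these fold changes may be overestimates, although the smallest log2 fold change among them over the fits without 1 library was 0.87.

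GC content was weighed first, because the log2 fold changes of all genes rose with it. With the GC content trend of each library removed, 4 of the 4 genes were still called, which argues against that trend as the whole cause. The covariate fit on the GC percentage of the clean reads, which was higher in every Mc4r KO library than in every WT library, took the call from each of them (Rrad adjusted p = 0.0736, limma; range 0.000291 to 0.0736 over its alternatives). Reads of near-identical copies are argued against by the sequence, since a median of 3.226% of the 50-base words of these transcripts occurs in other genes. Exons of opposite-strand genes overlap 8.94% of Rrad and 6.49% of Fam117b, and exons of other genes overlap 3.70% of Mcf2l. A single library is argued against by the fits without 1 library, in which no log2 fold change fell under 0.87. The calls themselves were less steady. Rrad lost its call under 1 of 21 alternatives, Ptpn11 under 8 and Mcf2l and Fam117b under 9. Apart from Rrad, each lost it in the 5 fits without a library other than WT replicate 3. The share of mitochondrial transcripts is argued against as the whole cause by the scaling outside the mitochondrial chromosome, where the median log2 fold change of the 4 was 0.787, although Mcf2l and Fam117b were not called there. The cellular composition of the samples, variants between the groups and the loss of Mc4r were not tested for these genes and remain open.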

How the results depend on the processing

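No test in this part was chosen only after a result was seen, apart from the added alternatives, a mean of at least 10 reads and the removal of the GC content trend of each library, which were chosen after seeing the data. The main settings, the other alternatives, the 14 gene lists and the rule for named genes were chosen before the data were examined. The cause of each change below was not tested, unless the sentence names it.

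The number of differentially expressed genes was 83 (57 higher and 26 lower), with 1 of 10 hub genes and 5 of 31 genes of Fig 2D called. It was 84 with a pseudocount of 0.01 and 98 with robust empirical Bayes. FPKM as deposited gave the same values because the scaling factors were 1, which says nothing about stability. A pseudocount of 1 gave 44 genes (31 higher, 13 lower), 3 genes of Fig 2D and a median log2 fold change of -0.00217 for the collagen and matrix list, which had been 0.00466. Without a filter on low values, more genes enter the adjustment (26539 against 18035), and 22 genes were called (14 higher, 8 lower), with 0 hub genes and 0 genes of Fig 2D and 4007 genes at an unadjusted p under 0.05; Cdkn1a kept its log2 fold change of 2.15 but had an adjusted p of 0.0672 from limma, and the adipocyte list turned to -0.22. At a mean FPKM of at least 1, fewer genes were tested (11297), and 147 were called (107 higher, 40 lower), with 2 hub genes and 10 genes of Fig 2D, while the p53 target list turned to 0.055. With at least 10 reads, 180 genes (121 higher, 59 lower), 4 hub genes and 11 genes of Fig 2D were called. Over protein-coding genes alone, where the adjustment covers fewer genes, 204 were called (134 higher, 70 lower), with 6 hub genes and 17 genes of Fig 2D, and at a fold change above 1.5 the number was 103.

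Scaling moved the directions. Quantile normalization gave 49 genes, 30 of them higher (61.2%), 0 hub genes and 2 genes of Fig 2D, with 3480 genes at an unadjusted p under 0.05; Cdkn1a was at 2.10 (adjusted p = 0.0532, limma), the hypertrophy list at -0.00927 and the collagen and matrix list at -0.051. Scaling outside the mitochondrial chromosome lowers all log2 fold changes by construction, with a median shift of -0.18. It gave 41 genes, of which 16 were higher (39.0% against 68.7%), and 3 genes of Fig 2D. It also reversed the morning arm of the clock (-0.034), the hypertrophy list (-0.088), the collagen and matrix list (-0.19) and the adipocyte list (-0.027). With the GC content trend removed, 62 genes were called, 36 of them higher (58.1%), with 3 genes of Fig 2D; Tbp turned to 0.00768 and the collagen and matrix list to -0.10.

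Limma without trend called 21 genes (11 higher, 10 lower; 52.4% higher), 0 hub genes and 0 genes of Fig 2D, with 3264 genes at an unadjusted p under 0.05 and Cdkn1a at 2.15 (adjusted p = 0.137, limma). Array weights called 435 (303 higher, 132 lower), 7 hub genes and 22 genes of Fig 2D, with Igf1 at -0.78 (adjusted p = 0.0449, limma). Limma voom called 317 (193 higher, 124 lower), 8 hub genes and 22 genes of Fig 2D, with Igf1 at -0.92 (adjusted p = 0.0163) and Gapdh at -3.17 (adjusted p = 0.0482). Of the 83 genes, 82 were shared with array weights and 69 with limma voom. Over the alternatives the adjusted p ran from 0.00329 to 0.195 for Cdkn1a, from 0.0163 to 0.29 for Igf1 and from 0.0279 to 0.28 for Gapdh.

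With the GC percentage of the clean reads as a covariate, 1 gene was called, 1 higher and 0 lower, with 0 hub genes, 0 genes of Fig 2D and 2042 genes at an unadjusted p under 0.05. The Pearson correlation with the RT-qPCR fell to 0.496 (permutation p = 0.0774), while rho was 0.808, and Cdkn1a to 1.39 (adjusted p = 0.195, limma). This fit reversed Cdkn1c (0.40), Tbp (0.035), the collagen and matrix list (-0.24), the skeletal muscle list (-0.00439), the smooth muscle and fibroblast list (0.10) and the mitochondrially encoded genes (0.020). The covariate was higher in every Mc4r KO library than in every WT library, so this fit does not separate it well from the genotype, and calls lost under it are not read as weaker effects. Some log2 fold changes were about as large under it (1.34 for Rrad and 1.94 for Wdfy1). Others were smaller, as for Cdkn1a and for Timp1 (0.18 against 1.68 in the main fit). Others again were larger, as for Gapdh (-4.95 against -3.10) and Igfbp3 (-1.07 against -0.83).

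With the replicate number as a block, 11 genes were called (8 higher, 3 lower), 10 of them among the 83, with 1 hub gene and 1 gene of Fig 2D and 3444 genes at an unadjusted p under 0.05. The numbers do not pair the samples. The deviations from the group means of libraries with the same number correlated at -0.228, 0.0965 and -0.141 for replicates 1, 2 and 3, and those of libraries with different numbers at -0.159 to 0.282. The block takes degrees of freedom from the fit, and calls lost under it are not read as weaker effects.

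Across the 6 fits that each left out 1 library, which have fewer samples, from 7 to 726 genes were called, from 4 to 504 higher and from 2 to 222 lower. Hub genes ran from 0 to 7 and genes of Fig 2D from 0 to 21. The highest values came without WT replicate 3. Without WT replicate 1, WT replicate 2 or Mc4r KO replicates 1, 2 or 3 there were 7, 9, 9, 11 and 14 calls, with between 2521 and 2952 genes at an unadjusted p under 0.05. Of the 83 genes, 81 were shared with the fit without WT replicate 3 and between 6 and 11 with the others. Cdkn1a stayed between 1.87 and 2.43 and was called only without WT replicate 3 (adjusted p = 0.00747, limma). Gapdh ran from -3.84 to -2.27 and was called only at -2.27, without WT replicate 3 (adjusted p = 0.0279, limma). Igf1 ran from -1.0 to -0.77 without a call. Some directions changed. Cdkn1c ran from -0.22 to 0.064 (above 0 without WT replicate 1, WT replicate 2 or Mc4r KO replicate 3). The hypertrophy list ran from -0.20 without WT replicate 3 to 0.26, the collagen and matrix list from -0.11 without WT replicate 1 to 0.069 without Mc4r KO replicate 3, and the smooth muscle and fibroblast list from -0.25 to 0.20 without Mc4r KO replicate 3. The RT-qPCR correlation stayed at a rho from 0.813 to 0.846 and an r from 0.657 to 0.765.

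Of the 14 gene lists, 6 were shifted in camera with the preset correlation. With an estimated correlation 0 lists had an adjusted p under 0.05, and with fry 0 lists. Without 1 library between 4 and 6 were shifted. For the other results, single genes and single lists, 1520 comparisons with an alternative were made; 1175 kept direction and side of the threshold, 240 lost a call, 78 gained one and 27 changed direction. The depth limits the genes with few reads, as Mc4r itself was under the floor of 3 reads in every library.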

Differences from the paper's values

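No test in this part was chosen only after a result was seen, apart from a mean of at least 10 reads, which was added after seeing the values. The paper reports 381 differentially expressed genes, and limma called 83. Of the alternatives set before the data were examined, array weights (435) and limma voom (317) gave numbers within 1.5 times the paper's. None of the others did, with 726 genes without WT replicate 3 and between 1 and 204 genes otherwise. The paper reports 207 upregulated genes against 57. Array weights (303) and limma voom (193) came within 1.5 times of this, and the other alternatives did not. The paper reports 174 downregulated genes against 26. Array weights (132), limma voom (124) and the fit without WT replicate 3 (222) came within 1.5 times, and the others did not.

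The paper gives 10 hub genes drawn from its differentially expressed genes. Limma called Cdkn1a alone. Agt was called at a mean FPKM of at least 1. Igf1, Timp1, Agt, Lox, Eln and Kit were called with array weights, and Igf1, Gapdh, Agt, Mki67, Lox, Eln and Kit with limma voom. Gapdh, Timp1, Agt, Lox, Eln and Kit were called without WT replicate 3, and Gapdh, Igf1, Agt, Lox and Kit when protein-coding genes alone were tested. With a mean of at least 10 reads, chosen after seeing the values, Agt, Lox and Kit were called. Mmp3 was called under none of the 24 settings, the main one included (log2 fold change 0.96, adjusted p = 0.159, limma). The paper describes Igf1 and Gapdh as significantly lower in the Mc4r KO mice. Their log2 fold changes of -0.86 and -3.10 have that direction, and the calls are limited to the settings just named.

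The paper places 31 genes of Fig 2D among its differentially expressed genes, and limma called Gadd45b, Cdkn1a, Mlf1, Kcnk3 and Tnfrsf12a. Robust empirical Bayes added Bmp6. A mean FPKM of at least 1 added Bcl2l1, Pfkl, Mrap, Agt and Bmp6, and a mean of at least 10 reads, chosen after seeing the values, added the same genes and Egln3. Array weights and limma voom each called 22 of the 31, and the fit without WT replicate 3 called 21. Aifm2, Nos2, Egln3, Cacna1g, Kcnk2 and Ccl6 were among the calls of all 3 of these settings. Eda2r was called with array weights and limma voom, Slc45a3, Relt and Ccl9 with array weights and without WT replicate 3, and Igfbp3, Nr4a3 and Prlr with limma voom but with neither of the others. Over protein-coding genes alone 17 were called, Igf1, Bcl2l1, Pfkl, Gapdh, Nos2, Egln3, Nr4a3, Kcnk2, Mrap, Agt, Eda2r and Bmp6 besides the calls of limma. Ccl11, Gm10591, Mmp3, Tnfrsf19 and Wt1 were called under none of the 24 settings. Of the 60 genes named in Fig 2B, limma called 18, array weights 39, limma voom 45, and a test of protein-coding genes alone 28. At a mean FPKM of at least 1 it was 24, with robust empirical Bayes 19, without WT replicate 3 it was 39, and with a mean of at least 10 reads, chosen after seeing the values, 31. Settings with fewer calls added Edn3 (a pseudocount of 1 and without WT replicate 2), Bdh1 (replicate number as a block) and Sumo2 (without Mc4r KO replicate 3). Under none of the 24 settings were 10 of the 60 called.

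The discussion names Cdkn1c as upregulated. Its log2 fold change was -0.04 (adjusted p = 0.926, limma), and it was called under none of the 21 alternatives, with adjusted p from 0.233 to 0.947. Cdkn1a, which the discussion also describes as upregulated, was called with a log2 fold change of 2.15.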

Other observations

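Most tests of explanations in this part were chosen only after the result was seen, except the splits for the number of differentially expressed genes, the mitochondrial share and the fit of Gapdh without WT replicate 3. The gene lists with their camera tests, the comparison of the values in S4 Table and the alternatives, apart from a mean of at least 10 reads and the removal of the GC content trend, were set before the data were examined.

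The 6 libraries can be split into 3 and 3 in 10 ways, so no count over the splits can fall under a share of 0.1, and grouping by chance cannot be told apart from a difference between the genotypes in this way. Only the split by genotype, 1 of the 10, gave as many as 83 genes, and the other 9 gave between 0 and 5. With limma voom it was also 1 of 10 (317 genes against 0 or 1). The split by genotype was the only 1 of 10 with 1 hub gene called, against 0 in the others, and the only 1 of 10 with 5 genes of Fig 2D called, against 0. For the 6 gene lists, 2 of 10 splits gave as many. In the second, WT replicates 1 and 3 and Mc4r KO replicate 3 were set against the rest.

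The log2 fold change of a gene rose with its GC content (Spearman's rho 0.439 over 10212 genes) and fell with its length (rho = -0.269), across genes that are not independent replicates. Removing the GC content trend of each library left 62 calls, 51 of them among the 83, which argues against GC content as the whole cause. Without WT replicate 3 there were 726 calls, and 448 after the same removal, so the trend is not the whole cause of that rise either. A lower GC percentage of the clean reads and more multiply aligned reads, as the paper lists them, set WT replicates 1 and 2 apart from the other 4 libraries. A candidate explanation is their share of mitochondrial transcripts, and its lowest value in these 2 libraries was 10.3 percentage points above its highest in the other 4. What set this share was not tested, and genotype, tissue handling and RNA quality remain open.

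Gapdh was lower in the Mc4r KO mice, and its level was far below that of other glycolysis genes. The mean FPKM of 12.3 compares with a median of 204 over 13 of them. Reads shared with pseudogenes are a candidate explanation of the low level, since 82.5% of the 50-base words of the transcript occur in other genes. The RT-qPCR in S3 Table gives the paper's Gapdh fold change as 0.822, a log2 value of -0.28, and the paper's log2 value from sequencing as -3.69. For the difference between the groups, a single WT library is argued against as the whole cause by the log2 fold change of -2.27 without WT replicate 3. A fall of glycolysis genes together is argued against as well. The other 13 genes had a median log2 fold change of 0.36, with 13 of 13 higher, and medians of 0.18 and 0.16 with 9 of 13 higher after quantile normalization and after scaling outside the mitochondrial chromosome. Whether reads moved between Gapdh and its copies cannot be told apart from lower expression. The reads of Gapdh and its processed pseudogenes together had a log2 ratio of -1.05, with 2095 ± 1564 normalized reads in the WT mice and 1010 ± 49.6 in the Mc4r KO mice (SD, n = 3 each; exact permutation p = 0.4, two-sided). The libraries overlapped, and without WT replicate 3 the ratio was -0.26. The reads of the pseudogenes alone ran from 842 to 944 in the Mc4r KO libraries and from 566 to 746 in the WT libraries. They were thus higher in the mice with lower Gapdh, as moved reads would be. Within the WT group they rose with Gapdh instead. Replicates 1, 2 and 3 had 639, 566 and 746 normalized reads on the pseudogenes and 863, 348 and 3123 on Gapdh. The spread between the WT libraries in the sum also keeps the question of moved reads open.

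Of the 83 calls, 3 lie within 10 Mb of Mc4r on chromosome 18, where 0.529 were expected from the 115 genes tested there (Fisher's exact test, two-sided p = 0.016). The count is small and includes Mir143, which had at most 4 reads per library. With limma voom its call was lost (adjusted p = 0.065), and Fisher's test was not repeated without it. Variants carried along with the knocked-out locus are a candidate explanation and were not analysed here. The other 80 calls lie elsewhere, so effects of such variants on genes close to them are not the cause of most of the calls. Effects of such variants on distant genes were not tested. The 3 genes are Mir143, at 2 to 4 reads in the Mc4r KO libraries, Alpk2 and Synpo. Alpk2 (65265529 to 65393888) was at 22.2 ± 2.99 against 11.4 ± 1.65 (SD, n = 3 each), with a log2 fold change of 0.96 (adjusted p = 0.0445, limma). Exons of other genes overlap 18.1% of its exonic sequence. Synpo (60593973 to 60660142) was at 17.0 ± 1.07 against 8.87 ± 1.31 (SD, n = 3 each), with a log2 fold change of 0.94 (adjusted p = 0.0415, limma). Their calls were lost under 13 and 12 of 21 alternatives.

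Several genes on other chromosomes differed between the groups by more than the SD within either group. They were chosen after their values were seen. Rab4a (chromosome 8, 123805985 to 123835287) was at 7.37 ± 0.251 in the Mc4r KO mice and 1.98 ± 0.430 in the WT mice (SD, n = 3 each), with a log2 fold change of 1.86 (adjusted p = 0.00974, limma), and lost its call under 6 of 21 alternatives. Casc4 (chromosome 2, 121866970 to 121936220) was at 1.36 ± 0.0284 against 3.08 ± 0.145 (SD, n = 3 each), with a log2 fold change of -1.12 (adjusted p = 0.0195, limma), lost under 7 of 21. On chromosome 17, the pseudogene Tmem181b-ps (6438524 to 6467022) was at 5.18 ± 0.719 against 1.75 ± 0.153, and the gene next to it, Dynlt1b (6430112 to 6436296), at 6.20 ± 0.759 against 1.95 ± 0.784 (SD, n = 3 each). Tmem181b-ps was called (log2 fold change 1.51, adjusted p = 0.0115, limma; lost under 8 of 21), and Dynlt1b was not (1.69, adjusted p = 0.0554, limma; called under 5 of 21). Of their 50-base words, 41.6% and 83.2% occur in other genes, so their reads could be split among copies. Their near copies Tmem181a and Dynlt1c had log2 fold changes of 0.12 (adjusted p = 0.582) and 0.02 (adjusted p = 0.972) from limma. Ifi208 had an FPKM of 0.436 ± 0.139 (SD, n = 3) in the WT mice and 0 or 1 read in each Mc4r KO library, and was at least 11.9-fold lower (adjusted p = 0.0579, limma); 26.1% of its 50-base words occur in other genes. A sequence or copy-number variant that differs between the groups apart from Mc4r was not tested for these genes or for Wdfy1 and remains open for all of them. For the calls as a whole, 12 of the 83 had another call of the same direction within 1 Mb, against a median of 6 over 10000 random draws, and a share of 0.0508 of the draws had as many. None of the genes just named is among the 12, which include mt-Tg and mt-Tr, both on the mitochondrial chromosome, and the overlapping Gm49490 and C1qtnf6. Such variants cannot be told apart from chance by this count, because genes next to each other can also share regulation or reads and some calls rest on few reads.

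The erythrocyte list was lower in the Mc4r KO mice (median log2 fold change -1.61, 0 of 9 genes higher, camera adjusted p = 0.00291), as was the B cell list (-1.36, 0 of 7 higher, adjusted p = 0.00291). Over the alternatives the adjusted p ran up to 0.58 for either list, and the medians from -2.69 to -1.02 and from -1.89 to -0.45. A candidate explanation is blood left in WT replicates 1 and 3, where 9 of 9 genes of the erythrocyte list and 7 of 7 of the B cell list were higher than in each of the other 4 libraries. Hbb-bs, the most abundant, had an FPKM of 2194, 399 and 3021 in WT replicates 1, 2 and 3 and 813, 339 and 337 in Mc4r KO replicates 1, 2 and 3, and Igkc 7.87, 0.654 and 8.94 against 1.82, 0.742 and 0.937. Without WT replicate 3 the median was -1.05 for the erythrocyte list (adjusted p = 0.0422) and -1.06 for the B cell list (adjusted p = 0.0693), which also lost its shift at a mean FPKM of at least 1 (adjusted p = 0.215), and without WT replicate 2 it was -2.50 for the erythrocyte list. In the erythrocyte list 6 of 9 genes, and in the B cell list 1 of 7, were above an FPKM of 1 in every library. No gene of either is in another list or among the paper's pathway, hub and RT-qPCR genes, but Alas2, Bank1 and Igkc are among the genes of Fig 2B. A difference in blood cells between the genotypes was not tested.

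The atrial list had a median log2 fold change of -2.51 without a shift in camera (0 of 5 tested genes higher, adjusted p = 0.314; range 0.000416 to 0.81 over the alternatives). All 5 were highest in WT replicate 3. Relative to the mean over all libraries, their mean log2 level was 5.17 there, 1.56 in Mc4r KO replicate 1 and 0.98 in WT replicate 2. In the other libraries it lay between -2.86 and -2.27. A candidate explanation is atrial tissue in varying amounts, in samples of both groups and most in WT replicate 3. Myl7 had an FPKM of 0.240, 28.1 and 307 in WT replicates 1, 2 and 3 and 38.8, 0.558 and 0.528 in Mc4r KO replicates 1, 2 and 3. Nppa, the most abundant besides it, was at 28.2, 52.2 and 314 against 80.9, 5.40 and 42.9. Nppa is also in the hypertrophy list and was the 1 gene of the 6 above an FPKM of 1 in every library. The median was -0.42 without WT replicate 3 and -1.54 without Mc4r KO replicate 2. It was -4.16 without WT replicate 1 (adjusted p = 0.017) and -8.47 with the GC percentage of the clean reads as a covariate (adjusted p = 0.000416).

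The glucocorticoid target list was higher in the Mc4r KO mice (median log2 fold change 0.65, 15 of 18 genes, camera adjusted p = 0.00357; range 0.000235 to 0.58, with medians from 0.21 to 0.71). Fkbp5 was at 6.65 ± 2.16 against 1.83 ± 0.322 (SD, n = 3 each), with a log2 fold change of 1.77 (adjusted p = 0.0462, limma; lost under 13 of 21 alternatives), and Cdkn1a and Lcn2 were called as well. GC content is argued against as the whole cause of the shifts of this list and of the HIF-1 target list, since with the GC content trend of each library removed the camera adjusted p was 0.00381 and 0.00908. With the GC percentage of the clean reads as a covariate the median of the glucocorticoid list was 0.21 (adjusted p = 0.217). Without WT replicate 1 it was 0.42. Of its 18 genes, 15 were above an FPKM of 1 in every library, 2 are in another list and 3 (Cdkn1a, Fkbp5 and Lcn2, the called ones) are named in Fig 2B, so their calls are not independent of the paper's choice of genes. Of the 25 HIF-1 genes, 22 were above that level, and 3 are among the paper's pathway, hub and RT-qPCR genes. Stress at sampling, the time of day and the loss of Mc4r were not tested and remain open.

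The evening arm of the clock was lower (median -0.31, 2 of 10 genes higher, camera adjusted p = 0.0101; range 0.000792 to 0.58, with medians from -0.52 to -0.29), but not past the threshold without WT replicate 3 (adjusted p = 0.0693). Hlf fell from 10.9 ± 0.557 to 5.56 ± 0.930 (SD, n = 3 each), a log2 fold change of -0.97 (adjusted p = 0.0415, limma; lost under 10 of 21 alternatives). The morning arm was at 0.16 (adjusted p = 0.361, camera), from 0.080 without Mc4r KO replicate 2 to 0.31 without Mc4r KO replicate 1. The mitochondrially encoded genes were lower (median -0.38, 3 of 13 higher, camera adjusted p = 0.0342; range 0.00297 to 0.806, with medians from -0.58 to 0.020). They were not past the threshold without WT replicate 1 (0.105), Mc4r KO replicate 1 (0.18) or Mc4r KO replicate 3 (0.0986), with quantile normalization (0.645), with the scaling outside the mitochondrial chromosome (0.13), with the GC percentage of the clean reads as a covariate (0.806, median 0.020) or with the GC content trend removed (0.477). The other lists were not shifted in camera. The p53 target list had a median of -0.13 (adjusted p = 0.705), the hypertrophy list 0.11 (0.497), the collagen and matrix list 0.00466 (0.772), the adipocyte list 0.17 with 3 of 11 genes tested (0.947), the skeletal muscle list 0.27 with 5 of 9 tested (0.398) and the smooth muscle and fibroblast list -0.07 (0.361). Of these, the hypertrophy list reached an adjusted p of 0.00243 (median 0.71) with the GC percentage of the clean reads as a covariate, and its median was -0.20 without WT replicate 3 and 0.26 without WT replicate 2. Single libraries also moved the p53 target list (-0.022 without Mc4r KO replicate 2), the adipocyte list (0.012 without WT replicate 3 and 0.30 without WT replicate 2), the skeletal muscle list (0.026 without WT replicate 2 and 0.59 without Mc4r KO replicate 1), the collagen and matrix list (-0.11 without WT replicate 1 and 0.069 without Mc4r KO replicate 3) and the smooth muscle and fibroblast list (-0.25 without WT replicate 3 and 0.20 without Mc4r KO replicate 3). Over all its alternatives the median of the skeletal muscle list ran from -0.00439 to 1.72, with a lowest adjusted p of 0.0604.

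Genes above an FPKM of 1 in every library made up 18 of 28 in the p53 target list, 3 of 5 in the morning and 10 of 10 in the evening arm of the clock, 7 of 8 in the hypertrophy list, 13 of 15 in the collagen and matrix list, 2 of 11 in the adipocyte list, 2 of 9 in the skeletal muscle list, 6 of 8 in the smooth muscle and fibroblast list and 13 of 13 of the mitochondrially encoded genes. The paper's pathway, hub and RT-qPCR genes include 2 genes of the p53 target list and 2 of the collagen and matrix list. Of the skeletal muscle list 1 gene, Casq1, is named in Fig 2B.

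Among the 5 largest rises and the 5 largest falls of the calls without overlap between the groups, 8 genes had fewer than 10 reads per library on average, as had 16 of the 83 calls. Few reads are a candidate explanation of the size of these fold changes.

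S4 Table gives the paper's cardiac measures of 3 mice per group, relative to the WT mean, and these mice are not matched to libraries. At 12 weeks the paper's LVESV was 2.02 ± 0.768 and its LVEDV 1.79 ± 0.454 times the WT mean in the Mc4r KO mice (SD, n = 3 each). Every Mc4r KO mouse was above every WT mouse in both (exact permutation p = 0.1, two-sided, the smallest that 3 against 3 allow). The same held for body weight, at 1.43 ± 0.125, and for the cross-sectional area, at 386 ± 47.2 against 297 ± 24.9. The paper's Masson value was lower in every Mc4r KO mouse, at 0.0221 ± 0.00607 against 0.0381 ± 0.0144 (SD, n = 3 each; exact permutation p = 0.1). LV mass, LVFS, LVEF and the TUNEL values overlapped between the groups. At 6 weeks LVESV, at 1.00 ± 0.740 in the Mc4r KO mice, and LVEDV, at 1.14 ± 0.455, overlapped too (SD, n = 3 each). So did LV mass, LVFS and LVEF at that age. Body weight at 6 weeks, at 1.15 ± 0.106 in the Mc4r KO mice, had no overlap (exact permutation p = 0.1). No explanation was tested for these values.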
